# Comprehensive Cell Surface Protein Profiling Identifies Specific Markers of Human Naive and Primed Pluripotent States

**DOI:** 10.1016/j.stem.2017.02.014

**Published:** 2017-06-01

**Authors:** Amanda J. Collier, Sarita P. Panula, John Paul Schell, Peter Chovanec, Alvaro Plaza Reyes, Sophie Petropoulos, Anne E. Corcoran, Rachael Walker, Iyadh Douagi, Fredrik Lanner, Peter J. Rugg-Gunn

**Keywords:** embryonic stem cells, pluripotency, reprogramming, differentiation, blastocyst, cell surface markers, antibody library

## Abstract

Human pluripotent stem cells (PSCs) exist in naive and primed states and provide important models to investigate the earliest stages of human development. Naive cells can be obtained through primed-to-naive resetting, but there are no reliable methods to prospectively isolate unmodified naive cells during this process. Here we report comprehensive profiling of cell surface proteins by flow cytometry in naive and primed human PSCs. Several naive-specific, but not primed-specific, proteins were also expressed by pluripotent cells in the human preimplantation embryo. The upregulation of naive-specific cell surface proteins during primed-to-naive resetting enabled the isolation and characterization of live naive cells and intermediate cell populations. This analysis revealed distinct transcriptional and X chromosome inactivation changes associated with the early and late stages of naive cell formation. Thus, identification of state-specific proteins provides a robust set of molecular markers to define the human PSC state and allows new insights into the molecular events leading to naive cell resetting.

## Highlights

• Flow cytometry profiles cell surface proteins in naive and primed human PSCs
• The human PSC state can be defined using robust state-specific protein markers
• Identified cell surface proteins track the dynamics of naive-primed PSC conversions
• Analyses of early-stage naive cells reveal transcription events during conversion

## Introduction

Human pluripotent stem cells (PSCs) exist in multiple states of pluripotency that are broadly categorized as naive and primed (Davidson et al., 2015, Weinberger et al., 2016, Wu and Izpisua Belmonte, 2016). Naive and primed PSCs recapitulate several developmental properties of the early- and late-stage human epiblast, respectively, and provide valuable models to investigate the mechanisms that underpin human pluripotency and development (Pera, 2014, Rossant and Tam, 2017). Naive PSCs have been generated by direct derivation from the embryo, through reprogramming of somatic cells or, more commonly, by the conversion of conventional primed PSCs (Chan et al., 2013, Chen et al., 2015, Gafni et al., 2013, Guo et al., 2016, Qin et al., 2016, Takashima et al., 2014, Theunissen et al., 2014, Ware et al., 2014). The current protocols used to convert and maintain naive PSCs vary considerably, resulting in various naive cell types that differ in their gene expression signatures and other properties (Huang et al., 2014). Efforts to define pluripotent states in humans have been challenging, partly because of the variation in naive cell types and partly because detailed molecular characterization of human embryos has only recently been reported (Blakeley et al., 2015, Guo et al., 2014, Okamoto et al., 2011, Petropoulos et al., 2016, Vallot et al., 2017, Yan et al., 2013). By benchmarking properties to the human embryo, a set of standardized molecular criteria to distinguish between naive and primed PSCs has been proposed based on transcriptional and epigenetic profiles (Huang et al., 2014, Theunissen et al., 2016). According to these criteria, naive PSCs maintained in 5 inhibitors, leukemia inhibitory factor (LIF), FGF2 and ActivinA (5i/L/FA) (Theunissen et al., 2014) and titrated 2i/L+Gö6983 (titrated 2 inhibitors, LIF and PKC inhibitor [t2i/L+PKCi]) (Takashima et al., 2014) are classified as being similar to the early-stage human epiblast and are distinct from primed PSCs (Huang et al., 2014, Theunissen et al., 2016). The proposed criteria can interrogate cell populations to infer the PSC state; however, there remains a need to identify standardized markers that are simple and robust and can unambiguously define individual pluripotent cell types within a population.

Monitoring changes in cell state and the emergence of new cell populations are critical for the optimization of protocols and for understanding the mechanisms underpinning the reprogramming process (O’Malley et al., 2013, Polo et al., 2012). Primed-state to naive-state PSC conversion generates a heterogeneous mixture of cells, of which only a small proportion is likely to be naive cells. Current approaches to enrich for a naive cell population include continued passaging under naive culture conditions and the gradual selection of converted cells, manual picking and expansion of individual colonies with characteristic morphology, and the introduction of reporter transgenes into the starting cell type (Gafni et al., 2013, Takashima et al., 2014, Theunissen et al., 2014, Ware et al., 2014). Accurate and transgene-free methods to prospectively identify and isolate naive PSCs from a heterogeneous population are necessary to track the emergence of defined cell types and to capture the cells at earlier stages in their conversion. Two recent studies reported the characterization of individual cell surface markers that can be used to examine naive and primed human PSCs. One study showed that CD24 expression is higher in primed PSCs compared with naive-like cells, and, in combination with the pan-human PSC antigen TRA-1-60, low CD24 levels were used to detect the emergence of a small population of naive-like cells after more than ten passages under naive conditions (Shakiba et al., 2015). A second study reported that the levels of SSEA-4 antigen were low in a subpopulation of naive PSCs that express the highest levels of naive-specific genes (Pastor et al., 2016). Thus, SSEA-4 can be used to purify established naive PSC populations; however, it has not been reported whether the marker can be used to identify emerging naive cells during the conversion process. Currently, no cell surface protein markers that are expressed specifically in naive PSCs have been reported, and, furthermore, it is likely that a combination of cell surface protein markers will be required to unambiguously define PSC states.

Here we describe the results of a large-scale antibody-based screen in naive and primed PSC lines that led to the identification of state-specific cell surface proteins. We validated a cohort of antibodies in multiple naive and primed PSC lines and culture conditions and also found that several naive-specific, but not primed-specific, proteins were expressed in the pluripotent cells of the human preimplantation embryo. We developed an antibody panel targeting multiple cell surface proteins and demonstrated that the panel could distinguish between naive and primed PSCs, track the dynamics of naive-primed interconversion, and isolate emerging naive PSCs from a heterogeneous cell population. The identified cell surface proteins, therefore, provide a standardized and straightforward approach to defining and characterizing state-specific human pluripotent cells.

## Results

### Cell Surface Protein Profiling in Naive and Primed Human PSCs

Primed human PSCs (H9 line) were converted and maintained in the naive state using two different methods: 5i/L/FA (Theunissen et al., 2014) and t2i/L+PKCi (Takashima et al., 2014), to capture any variation related to resetting and growth conditions (Figure S1). Naive and primed human PSCs were screened against two commercially available cell surface protein antibody panels, which generated data for 486 unique antibodies targeting 377 cell surface proteins (Figure 1A). The percentage of positive cells was determined for each cell surface protein, and values from replicates were averaged (Figure 1B; Table S1).

**Figure 1:**
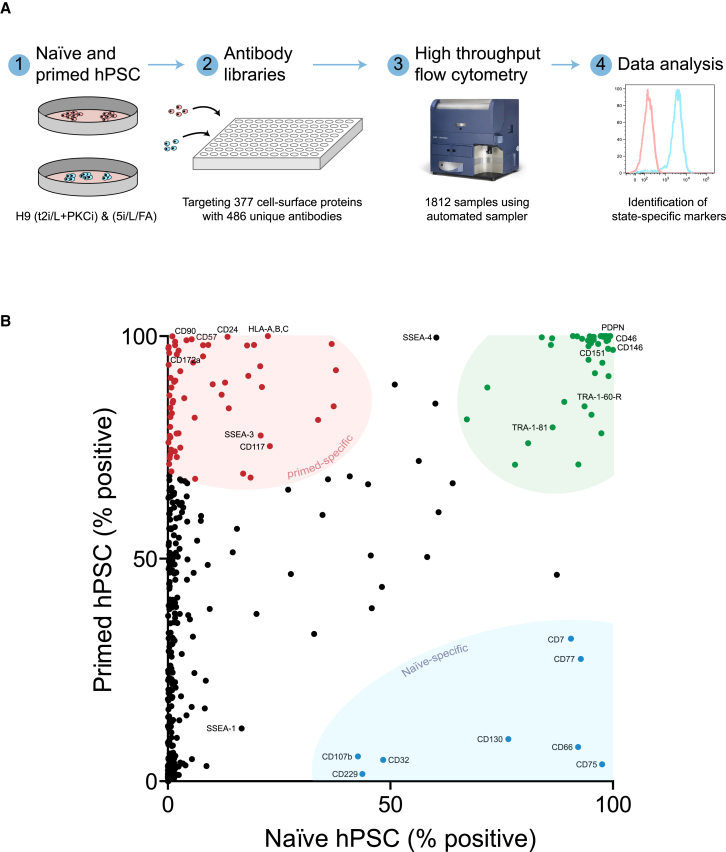
A Resource of Human Naive Cell and Primed PSC Surface Proteins (A) Overview of the experimental design. Human primed (cultured under knockout serum replacement [KSR]/mouse embryonic fibroblast [MEF] and E8/Vitronectin conditions) and naive (cultured under t2i/L+PKCi and 5i/L/FA conditions) H9 PSCs were profiled by multiple antibody libraries that targeted 377 cell surface proteins. Samples were analyzed by high-throughput flow cytometry, and quantification of fluorescence intensity values enabled the identification of state-specific cell surface proteins. See Figure S1 for characterization of the primed and naive PSCs and Figure S2 for additional details regarding the experimental design. (B) Summary of the flow cytometry profiling. Each dot represents a different cell surface protein, and their position along the x and y axes is determined by the percent positive value in naive and primed PSC samples (averaged from one to three independent assays per cell type). Flow cytometry data for naive PSCs cultured under t2i/L+PKCi and 5i/L/FA conditions were combined. Based on their position in the chart, a subset of cell surface proteins have been categorized as naive-specific (blue), primed-specific (red), and common to both naive and primed PSCs (green). See Table S1 for the full dataset. The image of the flow cytometer is provided courtesy of and copyrighted to Becton Dickinson and is reprinted with permission.

Providing validation of the experimental approach, our dataset includes several previously reported cell surface markers that are expressed in naive and primed human PSCs, including TRA-1-60 and TRA-1-81 (Chen et al., 2015, Gafni et al., 2013, Pastor et al., 2016, Qin et al., 2016, Shakiba et al., 2015, Ware et al., 2014), SSEA-4 as heterogeneously expressed in naive PSC cultures (Pastor et al., 2016), and CD24 as detected in primed PSCs (Shakiba et al., 2015). Of the many cell surface proteins in our dataset that were newly identified as being expressed in human PSCs, several proteins were detected in both naive and primed PSCs, including PDPN, MCAM (CD146), CD151, and CD46, and will provide a useful set of common markers. The analysis also revealed cell state-specific proteins such as THY1 (CD90), B3GAT1 (CD57), SIRPA (CD172a), and HLA-A,B,C in primed PSCs and CD75, LAMP2 (CD107b), CD7, and LY9 (CD229) in naive-state PSCs (Figure 1B). Notably, the dataset also contained cell state-specific proteins within important functional classes (Table S1). For example, NOTCH receptors were detected only in primed-state PSCs, and the LIF coreceptor (CD130/IL6ST) was detected exclusively in naive-state PSCs, thereby revealing potential differences in signaling pathways between the two pluripotent states. The majority of cell state-specific proteins showed concordant differences in their transcript levels between naive and primed PSCs (21 of 33), although many were discordant between protein and RNA levels, presumably because of post-transcriptional mechanisms (Figure S2D; Table S1). In addition, several cell state-specific markers are glycoproteins and other modified epitopes that cannot be interrogated through transcriptional profiling. Overall, our dataset provides a large-scale resource of cell surface protein expression for naive and primed human PSCs and could be used in future functional studies to interrogate the mechanisms that underpin self-renewal in human pluripotency.

### Validation of Identified Cell Surface Proteins in Multiple PSC Lines and Human Embryos

We used immunofluorescence microscopy to validate a subset of the newly identified cell surface proteins in primed and 5i/L/FA-cultured naive H9 PSCs. Consistent with their expression profiles obtained from the antibody screen, CD75, CD7, CD77, and CD130 were detected only in naive PSCs and CD24, CD57, CD90, and HLA-A,B,C only in primed PSCs (Figure 2A). In addition, the cell surface protein CD320, which we examined as a potential marker but is not included in the antibody libraries, was expressed in naive PSCs but not in primed PSCs, although some mouse feeder cells showed intracellular staining (Figure 2A). All proteins showed the expected localization at the cell surface of PSCs (Figure 2A). We obtained good separation in fluorescence signal between naive and primed PSCs using flow cytometry analysis of individual markers with fluorescence-conjugated antibodies (Figure 2A). Importantly, we observed similar cell state-specific profiles when comparing primed and t2i/L+PKCi-cultured naive H9 PSCs, demonstrating the robustness of the identified markers (Figure S3A). In contrast, naive-like cells that were generated using RSeT medium displayed a different cell surface marker profile, with a downregulation of two primed-specific proteins (CD24 and CD90) but no upregulation of naive-specific proteins (Figure S3B). Together, these results show that our set of identified cell surface proteins can distinguish between naive cells derived under different conditions and that complete cell resetting under specific culture conditions is required to switch on naive-state cell surface proteins.

**Figure 2:**
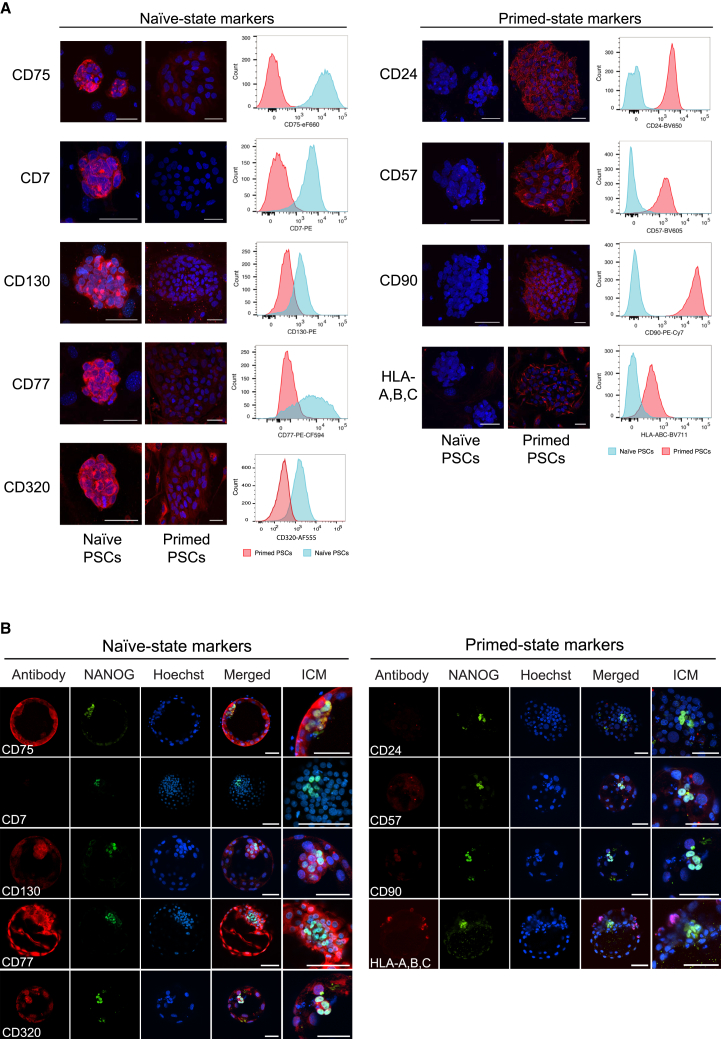
Validation of the Identified Cell Surface Proteins Using Naive and Primed PSCs and Human Blastocysts (A) Immunofluorescent microscopy of primed (KSR/MEF) and naive (5i/L/FA) H9 PSCs for selected cell surface proteins. Histograms of flow cytometry analysis using fluorophore-conjugated antibodies show separation in the fluorescence signal between primed and 5i/L/FA-cultured naive H9 PSCs for all tested cell surface proteins. See Figure S3 for an analysis of t2i/L+PKCi-cultured and RSeT-cultured H9 PSCs. Scale bars, 50 μm. (B) Immunofluorescence microscopy cross-sections of embryonic day 6 human blastocysts labeled with antibodies that detect the identified naive and primed cell surface markers together with NANOG (to reveal the location of epiblast cells) and the DNA stain Hoechst. Scale bars, 50 μm.

The transcriptome of naive PSCs is more similar to cells from human preimplantation embryos than to primed PSCs (Takashima et al., 2014). To investigate whether our identified proteins show a similar stage specificity, we analyzed their expression and localization in embryonic day 6–7 human embryos (Figure 2B). At this time point, all three lineages of the human blastocyst should be established (Petropoulos et al., 2016), and this is also confirmed by the presence of both NANOG-positive epiblast and NANOG-negative primitive endoderm progenitors within the inner cell mass (ICM). Using immunofluorescence microscopy, we could not detect CD7; however, the remaining four naive PSC-specific markers were all expressed in human blastocysts. CD75 and CD77 were detected in the whole embryo, including the ICM, and CD130 and CD320 protein expression was enriched to the ICM, particularly within NANOG-positive epiblast cells (Figure 2B). In contrast, none of the primed PSC-specific proteins CD24, CD57, or CD90 were detected in human preimplantation blastocysts, and HLA-A,B,C was detected only in a few distinct trophectoderm cells (Figure 2B). To validate the expression of the primed PSC-specific markers in postimplantation embryos, we examined a recently published primate transcriptome dataset (Nakamura et al., 2016). This analysis revealed that *CD24*, *CD57*, and *CD90* transcripts are more abundant in postimplantation epiblast cells compared with preimplantation epiblast cells, supporting their classification as primed state markers (Figure S2E). In further agreement with the human blastocyst stainings, *CD130* transcripts were higher in primate preimplantation epiblast cells compared with postimplantation, and *CD7* was not detected at either developmental stage (Figure S2E; CD75 and CD77 are glycoproteins and cannot be assessed by RNA profiling). Overall, the immunofluorescence and transcriptional data confirm that most of the tested naive-specific but few of the primed-specific markers are expressed in preimplantation-stage embryos. Of note is that two of the naive PSC markers (CD75 and CD77) are not localized exclusively in the epiblast but are also present in extraembryonic cells and, by themselves, should not be considered as pluripotent-specific markers in human blastocysts. Nevertheless, taken together, these findings confirm that the identified PSC-specific markers generally reflect developmental stage-specific differences in vivo.

### An Antibody Panel to Distinguish Between Naive and Primed Human PSCs

To define a set of cell surface proteins that can discriminate between naive and primed human PSCs, we designed an antibody panel suitable for flow cytometry that multiplexed several of the validated cell state-specific antibodies: CD75, CD7, CD77, CD130, CD24, CD57, and CD90 (Figure 3A). We also included an antibody raised against mouse CD90.2 to detect mouse feeder cells in the samples and kept the GFP spectra available to enable the detection of reporter genes. Flow cytometry analysis showed that combinations of the antibodies can distinguish between naive and primed PSCs, although the range in marker expression within each cell population limits the utility of any individual antibody alone (Figure 3B).

**Figure 3:**
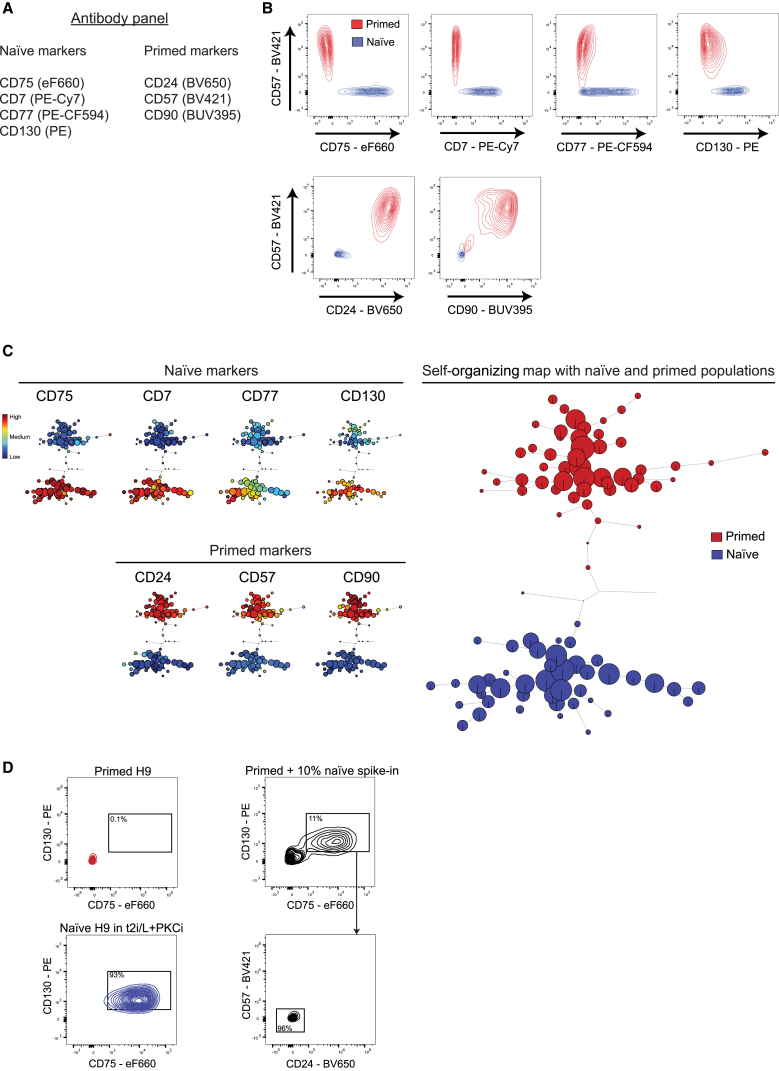
An Antibody Panel to Distinguish between Naive-State and Primed-State Human PSCs (A) A list of antibodies that are combined to form a multiplexed panel. The information in brackets shows the fluorophore conjugation of each antibody. See Table S4 for antibody details and Table S5 for flow cytometer parameters. (B) Flow cytometry contour plots of pairwise antibody combinations. The primed-specific marker CD57 is on the y axes, and different naive-specific (top) and primed-specific (bottom) markers are on the x axes. Primed (red) and t2i/L+PKCi-cultured naive (blue) H9 PSCs are shown for each antibody combination. See Figure S4A for flow cytometry plots that exemplify a typical complete gating scheme for H9 naive PSCs. Note that CD77 shows a greater degree of heterogeneity in naive PSCs compared with the other markers but is still useful when used in combination. (C) FlowSOM visualization of flow cytometry data for all antibodies in the panel. An unsupervised self-organizing map arranges the cells into clusters (represented by circles) according to similarities in their cell surface protein expression profiles (right). Overlaying the identity of the cell type within each cluster reveals a clear separation of naive (blue) and primed (red) populations. The heatmap panels (left) show the expression level of each cell surface protein in the cell clusters. Clusters are arranged in the same position as for the minimal spanning tree of the self-organizing map. See Figures S4B and S4C for analyses of additional ESC and iPSC lines. (D) Flow cytometry contour plots show that the identified panel of state-specific markers can discriminate between primed and naive PSCs when the cells are mixed together. Left: the expression levels of two naive-specific proteins (CD130 and CD75) in primed (top) and naive (bottom) H9 PSCs. Top right: the expression levels of the same proteins in a sample of 90% primed + 10% naive PSCs. Bottom right: CD75^+^/CD130^+^ cells do not express the primed-specific markers CD57 and CD24. Gates were drawn based on unstained, live, human PSCs.

By multiplexing antibodies, we were able to obtain a high-resolution view of the naive and primed PSCs (Figure 3C). We visualized the flow cytometry results using FlowSOM (Van Gassen et al., 2015), which concatenates the data and produces self-organizing maps for clustering and dimensionality reduction. This approach has the advantages of providing a clear overview of the expression level of each marker in all cells and the potential to identify cell subpopulations in an unsupervised manner.

The FlowSOM output for H9 PSCs shows two well separated cell populations that corresponded to naive and primed cells, demonstrating that the antibody panel can discriminate between the two cell states (Figure 3C, right). The individual heatmaps that are projected onto the self-organizing map show the expression levels of each cell surface protein for all cell subpopulations (Figure 3C, left). CD24, CD57, and CD90 expression levels are uniformly high in primed PSCs and low in naive PSCs. Conversely, CD75, CD7, CD77, and CD130 are detected at high to medium levels in naive PSCs and low levels in primed PSCs. We confirmed the antibody panel with additional embryonic stem cell (ESC) and induced pluripotent stem cell (iPSC) lines and also under 5i/L/A and t2i/L+PKCi conditions (Figure S4). Notably, the WIBR3 ESC line carries an OCT4-ΔPE-GFP reporter transgene that is active in naive PSCs (Theunissen et al., 2014), and FlowSOM analysis showed good overlap in the signal between GFP expression and our naive-specific cell surface markers, thereby providing added validation for the antibody panel (Figure S4A).

To more rigorously test the identified protein markers, we investigated whether the antibody panel could discriminate between naive and primed PSCs when the cells were mixed together. We spiked 10% naive PSCs into a sample of primed PSCs, labeled the mixture with our antibody panel, and analyzed the cells by flow cytometry. Gating on CD75^+^/CD130^+^ cells revealed a population corresponding to the naive PSCs, which comprised ∼11% of the sample, suggesting that the majority of spiked-in naive cells were detected (Figure 3D). This population did not express the primed-specific markers CD57 or CD24. Thus, the antibody panel enables the detection of state-specific PSCs in a mixed population and opens up the possibility to prospectively isolate cells during naive-primed PSC transitions.

### Cell Surface Proteins Can Monitor the Dynamics of Naive-Primed PSC Transitions

Naive and primed human PSCs can be interconverted by alteration of culture conditions and reinforced by the short-term expression of key transcription factors such as *NANOG* and *KLF2* (Chan et al., 2013, Gafni et al., 2013, Takashima et al., 2014, Theunissen et al., 2014, Ware et al., 2014). The efficiency of primed-to-naive PSC resetting is variable between protocols and cell lines, but in all cases, substantial cell heterogeneity is generated that could mask the dynamics of cell state changes. Monitoring the changes in cell state and emergence of new cell populations is critical for the optimization of protocols and for understanding the mechanisms underpinning the reprogramming process.

We first studied the dynamics of cell surface protein expression during naive-to-primed PSC transition (Figures 4A and 4B). Overall, the cell surface markers accurately tracked the cell state change, and, interestingly, each individual protein exhibited different dynamics during the 10-day time course (Figures 4C and 4D). For example, CD90 expression increased sharply within the first 48 hr, whereas upregulation of CD57 was first detected between days 6 and 8. Conversely, CD77 expression was downregulated by day 4, whereas high CD7 and CD130 levels persisted until day 8. Thus, identified cell surface protein markers can be used to track the dynamics of PSCs as they undergo cell state change.

**Figure 4:**
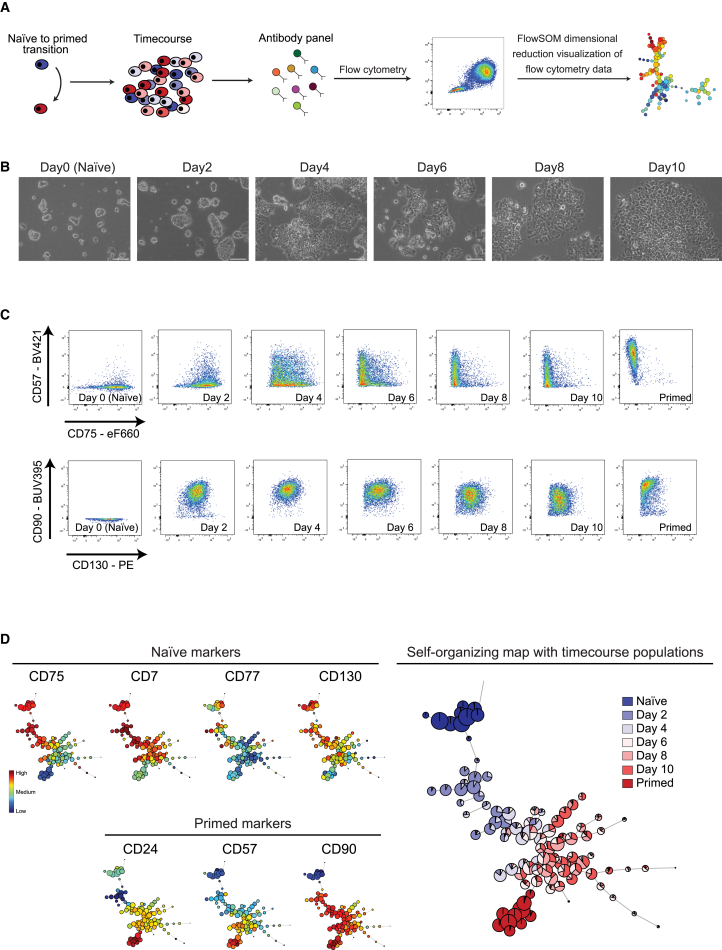
Cell Surface Protein Expression Levels Track the Dynamics of Naive-to-Primed PSC Transition (A) Overview of the experimental design. Shown is a time course experiment of PSCs undergoing a transition from the naive state to the primed state, with flow cytometry analysis every 48 hr. (B) Phase contrast images of H9 PSCs reveal the morphological changes that occur during naive state-to-primed state transition under t2i/L+PKCi conditions. Scale bars, 100 μm. (C) Flow cytometry dotplots of pairwise antibody combinations over the time course. Shown are primed-specific markers on the y axis (CD57, top; CD90, bottom) and naive-specific markers on the x axis (CD75, top; CD130, bottom). (D) FlowSOM visualization of the flow cytometry time course data for H9 PSCs. The minimal spanning tree of the self-organizing map displays an unsupervised clustering of the samples based on their cell surface protein expression levels (right). The results reveal a progressive change in cell surface protein expression during conversion from the naive state to the primed state. The heatmap shows the expression level of each cell surface protein marker in the cell clusters (left).

We next reset primed H9 PSCs to the naive state using a transient induction of the *NANOG* and *KLF2* transgenes together with t2i/L+PKCi medium (Takashima et al., 2014) and analyzed cell populations by flow cytometry every 48 hr for 10 days (Figure 5A). The expression levels of the primed-specific marker CD57 decreased gradually from high to low over 10 days, with a marked shift occurring as early as day 2 (Figure 5B). In contrast, increased expression of the naive-specific protein CD75 occurred at a late stage during resetting, with expression levels transitioning from low to high between days 8 and 10.

**Figure 5:**
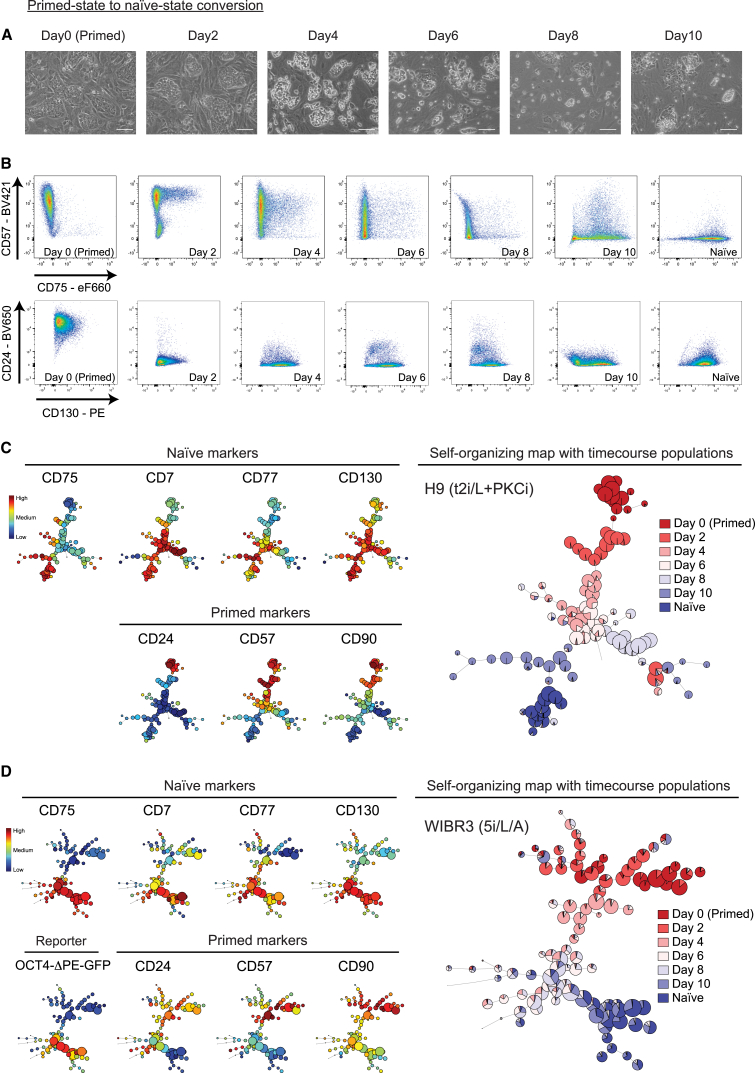
Monitoring the Dynamics of Primed-State to Naive-State PSC Conversion Using Cell Surface Protein Markers (A) Phase contrast images of H9 PSCs reveal the morphological changes that occur during primed-state to naive-state conversion under t2i/L+PKCi conditions. Doxycycline-inducible *NANOG* and *KLF2* transgenes were activated for the first 8 days in t2i/L, and then doxycycline was withdrawn and PKCi was added. Scale bars, 100 μm. (B) Flow cytometry dotplots of pairwise antibody combinations over the time course. Shown are primed-specific markers on the y axis (CD57, top; CD24, bottom) and naive-specific markers on the x axis (CD75, top; CD130, bottom). (C and D) FlowSOM visualization of the flow cytometry time course data for (C) H9 PSCs under t2i/L+PKCi conditions and (D) WIBR3 under 5i/L/A conditions. Note that 5i/L/A conversion is transgene-free and that 5i/L/A was added on day 1. The minimal spanning trees of the self-organizing maps display an unsupervised clustering of the samples based on their cell surface protein expression levels (right). The heatmap shows the expression level of each cell surface protein marker in the cell clusters (left).

FlowSOM analysis provided additional insights into the dynamics of the primed-to-naive state transitions. Interestingly, the unsupervised self-organizing map staged the cell populations along an axis that largely recapitulated the time course from day 2 to day 10 (Figure 5C). This finding suggests that each time point has a distinct and ordered cell surface protein signature. The FlowSOM heatmaps reveal changes in cell surface protein expression levels during the transition (Figure 5C). For example, CD7 and CD130 are upregulated rapidly upon primed-to-naive transition and reached maximal levels by day 4. CD77 is upregulated more gradually, starting from day 6 onward, and CD75 is upregulated at a late stage during resetting. The primed-specific markers, CD24 and CD90, were downregulated rapidly upon primed-to-naive resetting, and CD57 shifted gradually from high to low over the 10 days. Notably, the greatest spread in the self-organizing map occurred on day 10, reflecting high cellular heterogeneity at this time point. A subset of day 10 cells, however, clustered closely with established naive cells and were likely to be the newly formed naive cells that we characterize in detail in the next sections.

We monitored primed-to-naive resetting using an additional PSC line (WIBR3) and with a transgene-free conversion protocol using 5i/L/A medium (Theunissen et al., 2014). Overall, the cell surface protein markers behaved in a very similar manner (Figure 5D). Interestingly, the efficiency of resetting was noticeably greater using this protocol, and this is reflected by the majority of day 10 cells that are positioned closely to the established naive cells, with a smaller population of day 10 cells that cluster away from naive PSCs. Further validation is provided by the OCT4-ΔPE-GFP reporter signal, which closely overlaps with our naive-state cell surface protein markers (Figure 5D). Taken together, these studies have identified a panel of cell surface protein markers that are able to distinguish between naive and primed human PSCs during differentiation and resetting and thereby provide new ways to investigate the dynamics of cell state transitions.

### Identified Cell Surface Proteins Allow the Prospective Isolation of Early-Stage Naive Cells and the Generation of Naive PSC Lines

Primed-to-naive human PSC resetting is an inefficient and variable process and is, therefore, dependent on the accurate detection and isolation of the emerging naive cells. Defining and characterizing partially reprogrammed and intermediate cell states can also provide important insights into the trajectories and mechanisms of cell state changes, as has been demonstrated in iPSC reprogramming (O’Malley et al., 2013, Polo et al., 2012). We investigated whether the cell surface protein markers could prospectively isolate naive cells upon resetting and also capture the cells at an earlier stage in the resetting process than previously possible. Based on our results from the time course experiments described above, we focused on day 10 cells during primed-to-naive resetting. We applied the cell surface antibody panel to the cell population and used cell sorting to isolate cells that expressed all naive-specific protein markers at high levels and were low/off for all primed-specific markers. This population, designated as naive-like cells (N4^+^), represented ∼1% of the total sample (Figures 6A and 6B). For comparison, we also isolated two other cell populations, designated as N3^+^ (CD7^+^, CD77^+^, CD130^+^, and CD75^–^) and N4^–^ (negative for all four naive-specific markers), representing ∼6% and ∼22% of the cell population, respectively (Figures 6A and 6B). Similar cell populations were observed for WIBR3 PSCs using 5i/L/A-mediated conversion, although, of note, the proportion of N4^+^ naive-like cells in the day 10 sample was substantially larger (14%; Figure S5A).

**Figure 6:**
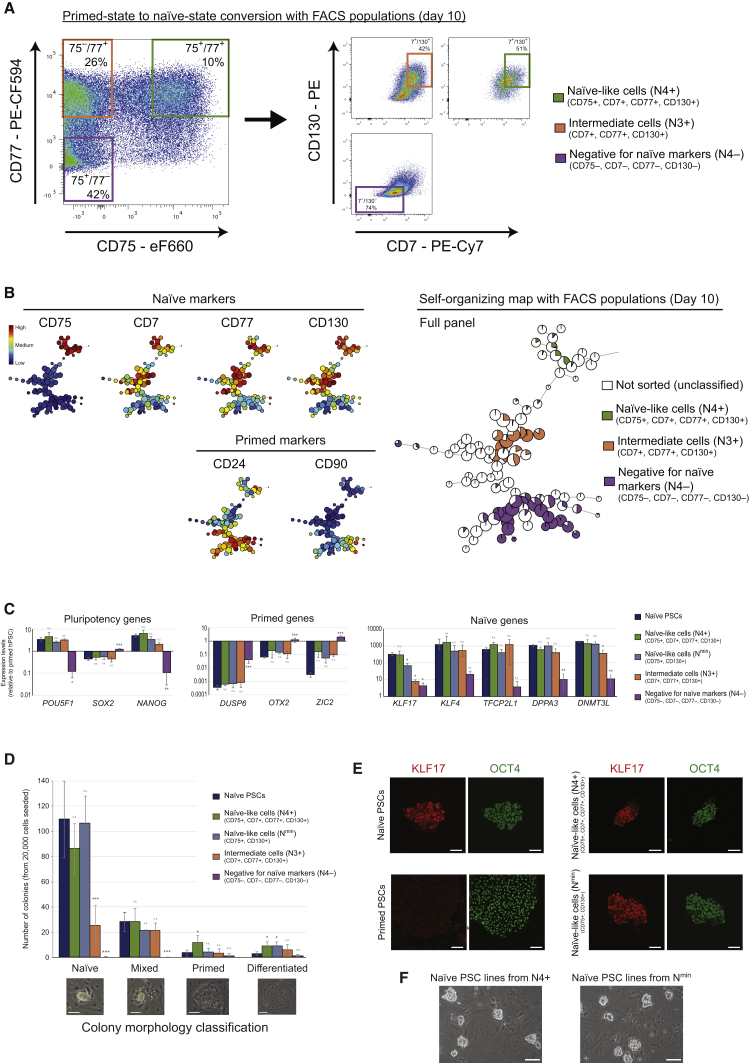
Prospective Isolation of Early-Stage Naive Cells (A) Flow cytometry dotplots of day 10 cells during primed-state to naive-state conversion of H9 PSCs under t2i/L+PKCi conditions. Left: the levels of two naive-specific markers, CD75 and CD77. Based on unstained, live, human day 10 samples, three cell sorting gates have been drawn that correspond to CD75^+^/CD77^+^ (green box), CD75^–^/CD77^+^ (orange box), and CD75^–^/CD77^–^ (purple box) cell populations. Right: the levels of CD7 and CD130 proteins for the same three gated cell populations. Boxed areas indicate the N4^+^ (green), N3^+^ (orange), and N4^–^ (purple) cell populations that were used for subsequent experiments. The percentage of cells within each cell sorting gate relative to all live, human cells is shown. Note that the values do not take into account additional gates; for example, to exclude primed-state markers. See Figure S5C for the N^min^ gating strategy. (B) FlowSOM visualization of the flow cytometry data for day 10 cells during primed to naive conversion. The minimal spanning tree of the self-organizing map displays an unsupervised clustering of the sample based on the cell surface protein expression levels (right). The cells corresponding to each cell sorting population, N4^+^, N3^+^, and N4^–^, are indicated. The heatmap shows the expression level of each cell surface protein marker in the cell clusters (left). See Figure S5A for FlowSOM visualization of WIBR3 PSCs on day 10 of primed state-to-naive state conversion and Figure S5D for FlowSOM visualization of N^min^ cells. (C) qRT-PCR analysis of gene expression levels in the different cell-sorted populations and established naive PSCs. Expression levels are shown on a log scale relative to primed PSCs. Data show the mean ± SD of three or four biological replicates and were compared to established naive PSCs using an ANOVA with Dunnett’s multiple comparisons test (^∗^p < 0.05, ^∗∗^p < 0.005, ^∗∗∗^p < 0.0005). (D) Scoring of colony morphology after transferring the different cell-sorted populations into naive PSC conditions. Colonies were categorized as naive, mixed, primed, and differentiated; examples are shown below. Data show the mean ± SD of three or four biological replicates and were compared to established naive PSCs using an ANOVA with Dunnett’s multiple comparisons test (^∗^p < 0.05, ^∗∗^p < 0.005, ^∗∗∗^p < 0.0005). Scale bars, 100 μm. (E) Immunofluorescence microscopy for KLF17 (a naive-specific protein) and OCT4 (a protein expressed by naive and primed PSCs) reveals that N4^+^ and N^min^ cell-sorted populations can generate KLF17^+^/OCT4^+^ colonies that are similar to established naive PSCs. Scale bars, 100 μm. (F) Phase contrast images showing representative fields of view of N4^+^ and N^min^ cell-sorted populations that have been propagated under t2i/L+PKCi naive PSC conditions for three passages. Scale bars, 100 μm. See Figure S5B for similar results using WIBR3 PSCs under 5i/L/FA conditions.

We examined the gene expression profiles of the sorted populations using qRT-PCR. The expression levels of pluripotency factors (*POU5F1*, *SOX2*, and *NANOG*) and naive-specific genes (*KLF17*, *KLF4*, *TFCP2L1*, *DPPA3*, and *DNMT3L*) were similar in N4^+^ cells and established naive PSCs (Figure 6C). As expected, primed-specific genes (*DUSP6*, *OTX2*, and *ZIC2*) were barely detectable in N4^+^ and naive PSCs. Interestingly, the N3^+^ gene expression profile was close to the N4^+^ and naive PSC profiles, with the exception that *KLF17* levels were significantly lower by ∼40-fold (Figure 6C). This finding suggests that N3^+^ cells, which lack CD75 expression, may represent a partially reset cell type, and that *KLF17* is likely to be fully upregulated at the later stages of naive cell formation. In contrast, N4^–^ cells did not display a pluripotent cell gene expression signature, but, instead, their gene expression profile more closely resembled neural-like cells with high levels of *SOX2*, *OTX2*, and *ZIC2* transcripts (Figure 6C). Neural differentiation is consistent with the known response of primed human PSCs to fibroblast growth factor (FGF) inhibitors (Greber et al., 2011), which is one of the components in the resetting medium.

To further characterize the different cell populations, sorted cells were transferred directly into naive PSCs culture conditions, and cell colony morphology was scored after 4 days. The majority of colonies derived from N4^+^ cells were scored as naive-like, with a characteristic compact and domed morphology (344 of 538 colonies, 64%; n = 4; Figure 6D). This proportion is not significantly different from the number of naive-like colonies obtained after plating established naive PSCs under the same conditions (328 of 431, 76%, n = 3). In contrast, significantly fewer naive-like colonies were generated from N3^+^ cells (100 of 220, 45%, n = 4), providing further evidence that these cells are likely to be partially reset. Notably, no naive-like colonies and only four primed-like colonies formed from N4^–^ cells (Figure 6D), which is consistent with their predicted neural fate. Colonies generated from the N4^+^ cells were positive for KLF17 and OCT4 by immunofluorescence microscopy, confirming their status as naive PSCs (Figure 6E). We continued to maintain N4^+^ cells under naive PSC culture conditions for over 20 passages, and the cells generated stable naive PSC lines (Figure 6F). We obtained similar results using the WIBR3 PSC line under 5i/L/FA conditions (Figure S5B).

Multiplexing a large panel of antibodies provides a high-resolution analysis of cell populations but comes with challenges related to ease of use and the availability of suitable flow cytometry equipment. To improve the usability of our approach, we refined the set of antibodies and found that a combination of two naive-specific markers (CD75 and CD130) and two primed-specific markers (CD24 and CD57) could largely recapitulate the full antibody panel. We used this minimal panel to interrogate cells on day 10 of resetting and used cell sorting to isolate cells that were CD75/CD130^high^ and CD24/CD57^low^ (Figures S5C and S5D). This population was designed as N^min^and represented ∼3% of the total sample. Transcriptional analysis of N^min^ cells revealed a gene expression signature that was similar to N4^+^ and naive PSCs (Figure 6C). Furthermore, the cells gave rise to predominantly naive-like colonies in culture (299 of 395, 76%, n = 3) and could form stable naive PSC lines that were KLF17- and OCT4-positive (Figures 6D–6F). Taken together, our results demonstrate that the cell surface markers can identify newly formed naive PSCs from a heterogeneous resetting cell population and that the isolated cells can give rise to established naive PSC lines.

### Distinct Transcriptional and X Chromosome Inactivation Changes Associated with Early and Late Stages of Naive PSC Formation

We used RNA sequencing to assess the transcriptional state of the isolated cell populations and compared them with established naive and primed PSC lines. 

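*POU5F1*, the transcription factor that pluripotent cells of both states need, was lower in N4- cells than in primed cells and was called higher in N4+ cells. *SOX2*, its partner in the core pluripotency network, was lower in both day 10 populations than in primed cells. *POU5F1* (ENSG00000204531, chromosome 6 from 31164337 to 31180731 on GRCh38) was at 186 ± 25.0 RPM in primed cells, 70.2 ± 38.5 in N4- cells, 271 ± 9.17 in N4+ cells and 256 ± 15.1 in naive cells (SD, n = 3 each). The log2 fold change of *POU5F1* was -1.52 (standard error 0.23, adjusted p = 1.1e-05) in N4- against primed cells and 0.55 (standard error 0.23, adjusted p = 0.0417) in N4+ against primed cells. *SOX2* (ENSG00000181449, chromosome 3 from 181711924 to 181714436) was at 331 ± 16.7 RPM in primed cells, 172 ± 25.9 in N4- cells, 93.8 ± 8.53 in N4+ cells and 79.2 ± 1.63 in naive cells (SD, n = 3 each), a log2 fold change of -0.95 (standard error 0.10, adjusted p = 5.4e-08) and of -1.81 (standard error 0.10, adjusted p = 5.3e-13) for the same comparisons. These values come from 24 libraries, 3 for each of N4-, N3+, N4+ and N min cells sorted on day 10, for N4+ cells kept for 5 and 10 passages, and for the established naive and primed H9 lines. The deposited table holds log2 reads per M library reads (RPM) for 20884 genes, which the authors obtained by trimming with Trim Galore, aligning to GRCh38 with HISAT and counting reads over genes in SeqMonk. From the step that 1 read makes in these values, the libraries held 16.58 to 31.42 M reads, where M is 1e6 (median 22.6 M). The medians were 19.75 M in N4-, 19.3 M in N3+, 20.21 M in N4+, 19.32 M in N min, 26.53 M in P5, 27.1 M in P10, 24.33 M in naive and 24.89 M in primed libraries, so the day 10 groups were read less deeply. The 14993 genes with at least 1 RPM in 3 libraries were tested with limma on log2(RPM + 1), and a gene counts as higher or lower at an adjusted p under 0.05. The labels give no batch, and the paper calls the replicates biological. *POU5F1* in N4+ against primed cells did not pass the test without a filter or without N4+ replicate 1, N4+ replicate 2, N4+ replicate 3, primed replicate 1 or primed replicate 2 (log2 fold change 0.48 to 0.57).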

Clustering by principal-component analysis (PCA) revealed that N4^+^ and N^min^ cells cluster closely to established naive PSCs along the first principal component, which captures 72% of the variation in gene expression (Figure 7A, left). In contrast, N4^–^ cells cluster closer to primed PSCs. 

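*NLRP7*, a maternal-effect gene of the oocyte and early embryo, was higher in N4+ cells than in primed cells. *ALPPL2*, which encodes a placental-like alkaline phosphatase, *LCP1*, which encodes an actin-bundling protein, *GPRC5A*, which encodes an orphan receptor, and *HPGD*, which encodes the enzyme that breaks down prostaglandins, were also higher. *PTPRZ1*, a receptor phosphatase of neural progenitors, *SFRP2*, a secreted modulator of WNT signalling, and *STC1*, a secreted glycoprotein, were lower. *NLRP7* (ENSG00000167634, chromosome 19 from 54923509 to 54966312) rose from 1.95 ± 0.174 RPM in primed cells to 883 ± 51.5 RPM in N4+ cells (SD, n = 3 each). Its log2 fold change was 8.23 (standard error 0.27, adjusted p = 1.4e-16), and it was at 729 ± 37.7 RPM in N min and 1005 ± 32.8 RPM in naive cells. *ALPPL2* (ENSG00000163286, chromosome 2 from 232406843 to 232410714) was at 0.283 ± 0.141 RPM in primed cells, 123 ± 28.9 in N4+ cells and 345 ± 26.9 in naive cells (SD, n = 3 each). *ALPPL2* changed by 6.57 (standard error 0.36, adjusted p = 6.0e-13) on the log2 scale for N4+ against primed cells. *PTPRZ1* (ENSG00000106278, chromosome 7 from 121873089 to 122062036) fell from 206 ± 22.5 to 0.922 ± 0.278 RPM (SD, n = 3 each). *PTPRZ1* changed by -6.76 (standard error 0.64, adjusted p = 4.6e-09) on the log2 scale. The log2 fold changes of the other genes were 6.92 for *GPRC5A*, 6.46 for *LCP1*, 6.38 for *HPGD*, -6.43 for *SFRP2* and -6.42 for *STC1*, the 5 largest rises and some of the largest falls with those above. In all, 4152 genes were higher and 6064 lower in N4+ than in primed cells, of which 1356 and 3221 by at least 2-fold. A list of 26 genes reported as higher in naive than in primed cells gave 26 higher, 0 lower and 0 not past the test of 26 measured, or 26 higher and 0 lower when adjusted over the list alone, led by *NLRP7*, *ALPPL2* and *TFCP2L1*. As a list against all other genes (camera) it gave adjusted p = 5.6e-18, and adjusted p = 0.222 with an estimated correlation. A list of genes reported as higher in primed cells gave 2 higher, 19 lower and 1 not past the test of 22 measured, or 2 higher and 19 lower when adjusted over the list alone, with *PTPRZ1*, *SFRP2* and *ZIC2* among the largest falls. Camera gave adjusted p = 3.7e-06, and adjusted p = 0.272 with an estimated correlation. On the first component of the 1000 most variable genes, with the mean of the primed libraries at 0% and of the naive libraries at 100%, N4+ cells lay at 71.2 ± 3.8% and N min cells at 65.7 ± 3.8% (SD, n = 3 each), and the component held 72.5% of the variance. Between N min and N4+ cells, 1066 genes were higher and 713 lower in N min. Without N min replicate 2 these were 520 and 379, without N min replicate 3 519 and 205, without N4+ replicate 1 706 were higher, and without N4+ replicate 2 or 3 450 or 443 were lower. With only these 2 groups in the fit the counts were 353 and 153, and without the 4 libraries that the paper left out of its repeat analysis 1637 and 1480. *NEUROG1* (2.26), a proneural factor whose log2 fold change is in brackets as for the others here, *PI16* (2.20), which encodes a secreted peptidase inhibitor, and *KCNE1L* (2.15), which encodes a potassium channel subunit, had some of the largest rises in N min against N4+ cells, and *CTNNA3* (-1.57) and *PRUNE2* (-1.48) some of the largest falls. *CTNNA3* in N min against N4+ cells did not pass the test with a pseudocount of 0.1 RPM or on the deposited log2 values (log2 fold change -1.79 to -1.76).

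**Figure D1:**
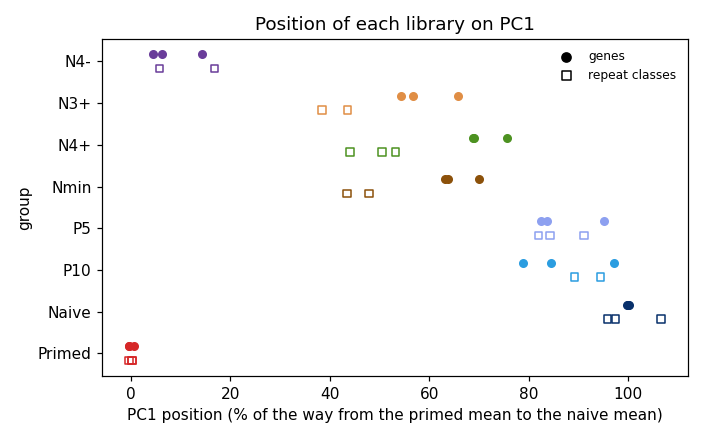
Position of each library on the first principal component of the 1000 most variable genes (filled circles, 24 libraries) and of the 1000 most variable repeat classes (open squares, 20 libraries). On each scale the mean of the primed libraries is 0% and the mean of the naive libraries 100%. Each point is 1 library on the component of its symbol.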

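*NODAL*, which encodes a TGF-beta ligand of the early embryo, *LEFTY2*, which encodes its antagonist, *GDF15*, a stress-induced gene, *CDKN2B*, which encodes a cell cycle inhibitor, and *GRHL3*, a factor of epithelial differentiation, were higher in N4- than in primed cells. *LECT1*, which encodes a cartilage matrix protein, *JPH4*, which encodes a membrane junction protein of neurons, *EGR1*, an immediate-early factor, *USP44*, which encodes a deubiquitinase of pluripotent cells, and *ETV1*, a transcription factor downstream of FGF and ERK, were lower. *NODAL* (ENSG00000156574, chromosome 10 from 70432315 to 70447951) was at 2.63 ± 0.272 RPM in primed cells, 67.4 ± 23.5 in N4- cells and 216 ± 19.4 in N4+ cells (SD, n = 3 each). *NODAL* changed by 4.17 (standard error 0.19, adjusted p = 1.3e-13) on the log2 scale for N4- against primed cells. *LEFTY2* (ENSG00000143768, chromosome 1 from 225936598 to 225941489) went from 29.8 ± 2.57 to 455 ± 88.2 RPM (SD, n = 3 each). *LEFTY2* changed by 3.87 (standard error 0.23, adjusted p = 6.3e-12) on the log2 scale. *LECT1* (ENSG00000136110, chromosome 13 from 52703264 to 52739812) fell from 79.0 ± 6.04 RPM in primed to 1.69 ± 0.579 RPM in N4- cells (SD, n = 3 each). *LECT1* changed by -4.92 (standard error 0.20, adjusted p = 1.4e-14) on the log2 scale. Log2 fold changes were 4.14 for *GDF15*, 3.88 for *CDKN2B*, 3.83 for *GRHL3*, 3.99 for *HPGD*, -4.89 for *JPH4*, -4.83 for *EGR1*, -4.58 for *USP44*, -4.42 for *SHISA3* and -3.95 for *ETV1*. *KLF2* was higher in N4- cells (4.00), but reads of the inducible KLF2 transgene cannot be told from those of the endogenous gene. Altogether 3214 genes were higher and 5095 lower in N4- than in primed cells, of which 987 and 1518 by at least 2-fold. Without the filter on low values 5425 genes were higher. The share of higher genes among these was 38.7%, and 49.8% with median-of-ratios scaling, which moves the median log2 fold change of all genes from -0.109 to 0.007. Transcripts that follow WNT signalling gave 12 higher, 0 lower and 1 not past the test of 13 measured, or 12 higher and 0 lower when adjusted over the list alone, led by *NKD1* (3.21), *CDX1* (2.77) and *RNF43* (2.29), with camera adjusted p = 1.9e-07, and adjusted p = 0.257 with an estimated correlation. Transcripts that follow ERK activity gave 2 higher, 13 lower and 2 not past the test of 17 measured, or 3 higher and 13 lower when adjusted over the list alone, with *EGR1*, *ETV1*, *SPRY1* (-3.34) and *SPRY4* (-3.31) falling most, and camera adjusted p = 1.8e-04, and adjusted p = 0.257 with an estimated correlation. The naive genes gave 19 higher, 2 lower and 5 not past the test of 26 measured, or 19 higher and 2 lower when adjusted over the list alone. *NLRP7* (5.17), *DNMT3L* (3.65) and *ALPPL2* (3.26) were among the largest rises, with camera adjusted p = 2.3e-07, and adjusted p = 0.318 with an estimated correlation. Trophectoderm genes gave 11 higher, 1 lower and 4 not past the test of 16 measured, or 11 higher and 1 lower when adjusted over the list alone, *HAND1* (3.98) and *GATA2* (2.64) among them, with camera adjusted p = 2.1e-06, and adjusted p = 0.257 with an estimated correlation. On the first component N4- cells lay at 8.3 ± 5.2% of the way from primed to naive cells (SD, n = 3).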

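*PECAM1*, which encodes an adhesion molecule of endothelial cells and of naive pluripotent cells of the mouse, and *CDX1*, a caudal homeobox gene that WNT signalling induces, were higher in N4+ cells than in both the naive and the primed line. *HLA-DQB1*, which encodes an MHC class II chain, and *GPRC5A*, which encodes an orphan receptor, were too. *ZNF208*, which encodes a KRAB zinc finger protein, and *PEG3*, a paternally expressed imprinted gene, were higher in the naive line than in N4+ cells. *PECAM1* (ENSG00000261371, chromosome 17 from 64319415 to 64413776) was at 0.333 ± 0.0798 RPM in primed cells, 22.4 ± 5.35 in N3+ cells, 13.0 ± 4.78 in N4+ cells and 0.873 ± 0.187 in naive cells (SD, n = 3 each). Its log2 fold change was 3.33 (standard error 0.21, adjusted p = 6.1e-12) for N4+ against primed cells and -2.85 (standard error 0.21, adjusted p = 5.1e-10) for naive against N4+ cells. *CDX1* (ENSG00000113722, chromosome 5 from 150166795 to 150184558) was at 0.470 ± 0.153 RPM in primed cells, 62.2 ± 5.08 in N min cells, 32.1 ± 11.0 in N4+ cells and 7.68 ± 0.187 in naive cells (SD, n = 3 each), with log2 fold changes of 4.44 (standard error 0.30, adjusted p = 2.3e-11) and -1.87 (standard error 0.30, adjusted p = 3.3e-05) in these comparisons. For *HLA-DQB1* they were 1.70 and -4.32, and *GPRC5A* was -3.93 in naive against N4+ cells. *ZNF208* was at 0.783 ± 0.442 RPM in N4+ cells and 53.1 ± 4.86 in naive cells (SD, n = 3 each). *ZNF208* changed by 4.95 (standard error 0.19, adjusted p = 5.6e-15) on the log2 scale. *PEG3* was at 0.0453 ± 0.00398 RPM in N4+ cells and 46.5 ± 2.92 in naive cells (SD, n = 3 each), with no reads in any of the 3 libraries of primed cells, with reads in only 1 of the 3 N4+ libraries. *PEG3* changed by 5.50 (standard error 0.12, adjusted p = 5.9e-19) on the log2 scale for naive against N4+ cells. The second component held 16.1% of the variance. Mean scores on it were 28.3 in N3+, 27 in N min, 19.5 in N4+ and 0 in N4- cells, against -20.8 in the naive and -22.7 in the primed line. Loadings on this component were 0.0891 for *GPRC5A* (rank 2 by size of 1000), 0.0767 for *CDX1* (rank 13), 0.0753 for *PECAM1* (rank 15), 0.0738 for *HLA-DQB1* (rank 17), -0.0826 for *ZNF208* (rank 4) and -0.0780 for *PEG3* (rank 11).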

The second principal component (capturing 16% of the variation) separates the day 10-isolated populations from the established PSC lines, suggesting that the day 10 samples represent early-stage cell types that have not fully acquired a mature gene expression profile (Figure 7A). To explore this idea further, we profiled isolated N4^+^ cells that were maintained for five passages (P5) and ten passages (P10) in t2i/L+PKCi. 

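*HHLA1*, a gene driven by an endogenous retroviral promoter, and *COL3A1* and *COL1A2*, which encode fibrillar collagens of fibroblasts, were higher in P5 cells than in the established naive line. *VIM*, which encodes an intermediate filament of mesenchymal and primed cells, was higher as well. *MARCHF11*, which encodes a ubiquitin ligase, *S100A16*, which encodes a calcium-binding protein, *CBR1*, which encodes a carbonyl reductase, *SLC12A3*, which encodes a sodium and chloride transporter, and *MSLN*, which encodes mesothelin, were lower. *COL3A1* (ENSG00000168542, chromosome 2 from 188974320 to 189012746) was at 0.831 ± 0.673 RPM in naive cells, 61.5 ± 37.8 in P5 cells and 20.6 ± 14.7 in P10 cells (SD, n = 3 each), with a log2 fold change of 4.87 (standard error 0.54, adjusted p = 3.1e-06) for P5 and 3.30 (standard error 0.54, adjusted p = 1.0e-04) for P10 against naive cells. *MARCHF11* (ENSG00000183654, chromosome 5 from 16067139 to 16179775) was at 0.289 ± 0.175 RPM in N4+ cells, 0.517 ± 0.190 in P5 cells, 0.428 ± 0.0895 in P10 cells and 24.2 ± 0.661 in naive cells (SD, n = 3 each), with log2 fold changes of -4.06 (standard error 0.12, adjusted p = 4.0e-16) and -4.14 (standard error 0.12, adjusted p = 2.6e-16). *VIM* (ENSG00000026025, chromosome 10 from 17228259 to 17237593) was at 350.5 ± 31.2 RPM in primed cells, 60.1 ± 40.7 in P5 cells, 53.3 ± 40.2 in P10 cells and 2.97 ± 0.543 in naive cells (SD, n = 3 each), and rose by 3.56 in P5 and 3.21 in P10 against naive cells on the log2 scale. *HHLA1* changed by 5.05 and 5.19, *S100A16* by -1.87 and -1.66, and *CBR1* by -1.58 and -1.59. *HHLA1* overlaps *OC90*, so their reads are not safely told apart. Against naive cells 2022 genes were higher and 1825 lower in P5, and 2524 and 3510 in P10. By at least 2-fold these were 553 and 32 in P5 and 657 and 157 in P10. Median-of-ratios scaling moves the share of higher genes among the called ones from 52.6 to 63.9% in P5 and from 41.8 to 55% in P10, so the split between higher and lower depends on the scaling. Without P5 replicate 1 the P5 counts were 1233 higher and 738 lower, without P5 replicate 2 1008 were lower, and without naive replicate 1, 2 or 3 997, 913 or 859 were lower. Without P10 replicate 2, 2076 genes were lower in P10. With only the 2 groups in the fit 3296 genes were higher and 4582 lower in P5, and without the 4 libraries left out of the repeat analysis 2751 were lower. Fibroblast genes gave 11 higher, 0 lower and 2 not past the test of 13 measured, or 11 higher and 0 lower when adjusted over the list alone in P5, with *COL3A1*, *COL1A2* (4.62) and *TAGLN* (2.31) highest, and camera adjusted p = 2.6e-08, and adjusted p = 0.717 with an estimated correlation. In P10 they gave 9 higher, 0 lower and 4 not past the test of 13 measured, or 10 higher and 0 lower when adjusted over the list alone, and camera adjusted p = 9.6e-04, and adjusted p = 0.579 with an estimated correlation. In N4+ cells, from which P5 and P10 cells were grown, *TAGLN* was at 38.8 ± 13.6, *COL1A2* at 42.7 ± 7.68 and *COL3A1* at 0.936 ± 0.668 RPM (SD, n = 3 each). *TAGLN* was at 22.5 ± 12.7 RPM in P5 and 3.09 ± 0.310 in naive cells. For *TAGLN* and *COL1A2* the difference from the naive line was thus already present on day 10. Replicate 3 of both passages stands apart: in replicates 1, 2 and 3 *COL1A2* was at 88.8, 80.7 and 15.3 RPM in P5 and 34.0, 54.6 and 4.21 RPM in P10. Genes of primed cells gave 8 higher, 0 lower and 14 not past the test of 22 measured, or 8 higher and 0 lower when adjusted over the list alone in P5, *VIM* and *SOX11* (2.58) among them, with camera adjusted p = 0.00113, and adjusted p = 0.717 with an estimated correlation. *VIM* was at 85.8, 81.3 and 13.2 RPM in P5 and 72.2, 80.5 and 7.12 RPM in P10 by replicate. For P10 the primed genes gave 12 higher, 1 lower and 9 not past the test of 22 measured, or 16 higher and 1 lower when adjusted over the list alone, with camera adjusted p = 9.1e-05, and adjusted p = 0.560 with an estimated correlation. Naive genes gave 2 higher, 1 lower and 23 not past the test of 26 measured, or 1 higher and 0 lower when adjusted over the list alone in P5, with camera adjusted p = 0.236, and adjusted p = 0.797 with an estimated correlation. P5 cells lay at 87.1 ± 7.00% and P10 cells at 86.8 ± 9.4% of the way from primed to naive on the first component (SD, n = 3 each), with replicate 3 at 95.2 and 97.2%.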

PCA showed that these samples aligned closely with established naive PSCs, which demonstrates that the transcriptional program of N4^+^ cells undergoes a final maturation phase over the first few passages under naive culture conditions (Figure 7A).

**Figure 7:**
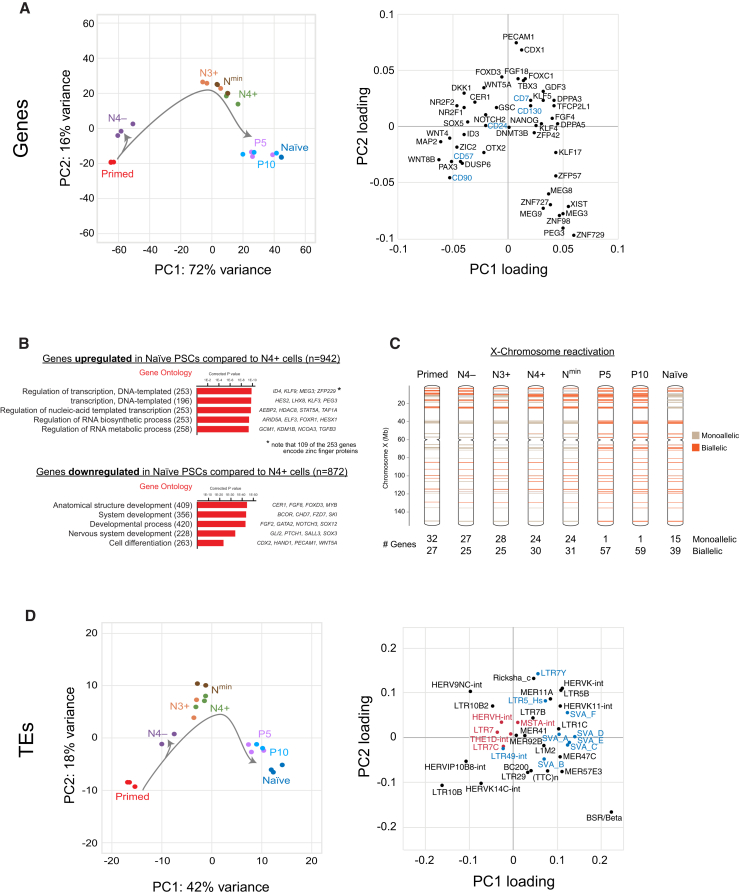
Distinct Molecular Changes during Naive Cell Formation (A) PCA of RNA-sequencing gene expression data from the different cell-sorted populations (left). Right: the contribution of selected genes to the first and second PCs. (B) Top GO terms of genes that were differentially expressed between N4^+^ and established naive PSCs. Numbers of genes are shown; example genes within each GO category are listed (right). Corrected p values were calculated using a modified Fisher’s exact test followed by Bonferroni’s multiple comparisons test. See Table S2 for the full dataset. (C) Schematic of X chromosomes that summarize the results from an allelic analysis of RNA-seq data for the indicated cell types. Informative SNPs within X-linked genes of the H9 PSC line (Vallot et al., 2017) were used to classify expression as monoallelic (brown, <25% from minor allele), biallelic (orange, 25%–75% from minor allele), or not expressed (gray, <10 reads/sample). The number of monoallelic and biallelic genes is shown below. (D) PCA of TE classes from the different cell-sorted populations (left). Right: the contribution of TEs to the first and second PC. Selected TEs are labeled as having a previously defined naive (blue) or primed (red) TE signature (Theunissen et al., 2016).

Examination of genes that contribute to the first principal component reveals the influence of known naive-specific (such as *TFCP2L1*, *DPPA3*, and *KLF4*) and primed-specific (such as *DUSP6*, *OTX2*, and *ZIC2*) genes in segregating the cell clusters (Figure 7A, right). In addition, the influence of genes such as *NR2F2*, *DKK1*, and *SOX5* confirm that N4^–^ cells display a strong neural gene expression signature (Figure 7A). 

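*TFCP2L1*, a transcription factor of the naive network, *DPPA3*, a maternal factor that guards DNA methylation in the early embryo, and *KLF4*, a Kruppel-like reprogramming factor, were higher in the naive than in the primed line. *DUSP6*, which encodes a phosphatase that ERK signalling induces, *OTX2*, a homeobox factor of the epiblast and forebrain, and *ZIC2*, a zinc finger factor of the neural plate, were lower. *TFCP2L1* (ENSG00000115112, chromosome 2 from 121216587 to 121285207) was at 0.338 ± 0.0666 RPM in primed cells, 106 ± 28.5 in N4+ cells and 164 ± 5.60 in naive cells (SD, n = 3 each). *TFCP2L1* changed by 6.95 (standard error 0.33, adjusted p = 2.9e-14) on the log2 scale for naive against primed cells. *DPPA3* (ENSG00000187569, chromosome 12 from 7711454 to 7717559) went from 0.212 ± 0.0788 to 157 ± 5.13 RPM (SD, n = 3 each). *DPPA3* changed by 7.03 (standard error 0.40, adjusted p = 7.8e-13) on the log2 scale. *KLF4* (ENSG00000136826, chromosome 9 from 107484852 to 107490482) was at 8.37 ± 0.550 RPM in primed cells, 11.4 ± 9.26 in N4- cells, 82.4 ± 22.5 in N4+ cells and 177 ± 5.41 in naive cells (SD, n = 3 each). *KLF4* changed by 4.25 (standard error 0.32, adjusted p = 7.4e-11) on the log2 scale. *DUSP6* (ENSG00000139318, chromosome 12 from 89347232 to 89353271) was at 18.9 ± 1.99 RPM in primed cells, 3.28 ± 0.828 in N4- cells, 0.126 ± 0.0730 in N4+ cells and 0.119 ± 0.0341 in naive cells (SD, n = 3 each). *DUSP6* changed by -4.15 (standard error 0.12, adjusted p = 7.8e-18) on the log2 scale. *OTX2* (ENSG00000165588, chromosome 14 from 56799905 to 56810479) was at 156 ± 4.50 RPM in primed cells, 84.3 ± 12.1 in N4- cells, 15.6 ± 3.44 in N4+ cells and 16.5 ± 1.69 in naive cells (SD, n = 3 each). *OTX2* changed by -3.17 (standard error 0.14, adjusted p = 1.1e-14) on the log2 scale. *ZIC2* (ENSG00000043355, chromosome 13 from 99981772 to 99986773) was at 170.5 ± 2.98 RPM in primed cells, 104 ± 16.0 in N4- cells, 2.56 ± 0.399 in N4+ cells and 1.34 ± 0.144 in naive cells (SD, n = 3 each). *ZIC2* changed by -6.20 (standard error 0.32, adjusted p = 1.2e-13) on the log2 scale. Loadings on the first component were 0.0531 for *TFCP2L1* (rank 13 by size of 1000), 0.0502 for *DPPA3* (rank 26), 0.0368 for *KLF4* (rank 217), -0.0290 for *DUSP6* (rank 535) and -0.0493 for *ZIC2* (rank 31), and *OTX2* is not among the 1000 genes. The largest changes between the lines include *NLRP7* (8.41), *LCP1* (7.84), *KHDC3L* (7.46), *VAT1L* (-7.72) and *SOX11* (-7.39). Of all genes tested, 5070 were higher and 6118 lower in naive than in primed cells. The naive gene list gave 26 higher, 0 lower and 0 not past the test of 26 measured, or 26 higher and 0 lower when adjusted over the list alone, with *ALPPL2* (8.08) and *DPPA5* (7.35) among the highest, and camera adjusted p = 6.2e-16, and adjusted p = 0.178 with an estimated correlation. The primed gene list gave 1 higher, 21 lower and 0 not past the test of 22 measured, or 1 higher and 21 lower when adjusted over the list alone, with *FZD7* (-6.67) and *VIM* (-6.47) among the lowest, and camera adjusted p = 2.9e-08, and adjusted p = 0.178 with an estimated correlation. Transcripts that follow ERK activity, which the MEK inhibitor of the naive medium blocks, gave 0 higher, 16 lower and 1 not past the test of 17 measured, or 0 higher and 16 lower when adjusted over the list alone, *EGR1* (-5.77) and *ETV1* (-5.10) lowest, with camera adjusted p = 4.4e-06, and adjusted p = 0.178 with an estimated correlation.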

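*NR2F2*, an orphan nuclear receptor of the neural crest and forebrain, *DKK1*, which encodes a secreted WNT antagonist of the anterior embryo, and *SOX5*, a factor of neural and cartilage progenitors, were higher in N4- than in primed cells. *NR2F1*, a receptor of the same family, *WNT8B*, a WNT ligand of the forebrain, and *PAX3*, a factor of the dorsal neural tube, were higher as well, whereas *MAP2*, a microtubule protein of neurons, did not pass the test. *NR2F2* (ENSG00000185551, chromosome 15 from 96325938 to 96340263) was at 144 ± 10.7 RPM in N4- cells, 4.11 ± 1.25 in N4+ cells and 0.622 ± 0.220 in naive cells (SD, n = 3 each). *NR2F2* changed by 1.86 (standard error 0.28, adjusted p = 7.3e-06) on the log2 scale for N4- against primed cells. *DKK1* (ENSG00000107984, chromosome 10 from 52314296 to 52317657) was at 8.79 ± 0.517 RPM in primed cells, 48.2 ± 11.9 in N4- cells, 0.827 ± 0.194 in N4+ cells and 0.0513 ± 0.0210 in naive cells (SD, n = 3 each). *DKK1* changed by 2.30 (standard error 0.28, adjusted p = 6.5e-07) on the log2 scale. *SOX5* (ENSG00000134532, chromosome 12 from 23529500 to 23951032) was at 10.9 ± 2.16 RPM in primed cells, 21.1 ± 5.76 in N4- cells and 0.621 ± 0.334 in N4+ cells (SD, n = 3 each). *SOX5* changed by 0.88 (standard error 0.27, adjusted p = 0.00780) on the log2 scale. *NR2F1* changed by 1.61 (standard error 0.23, adjusted p = 6.0e-06) on the log2 scale, *WNT8B* by 2.23 (standard error 0.15, adjusted p = 9.5e-11) and *PAX3* by 0.97 (standard error 0.18, adjusted p = 9.6e-05). *MAP2* was at 183 ± 20.6 RPM in primed cells and 129 ± 43.4 in N4- cells (SD, n = 3 each), a log2 fold change of -0.56 (standard error 0.45, adjusted p = 0.306), and has the largest loading on the first component (-0.0602). Those of *NR2F2*, *DKK1* and *SOX5* were -0.0435, -0.0360 and -0.0333, negative being the primed side. A list of neural progenitor and early neuron genes gave 18 higher, 8 lower and 9 not past the test of 35 measured, or 18 higher and 8 lower when adjusted over the list alone, led by *WNT8B*, *NR2F2*, *ZIC1* (1.85) and *DACH1* (1.78), and camera adjusted p = 0.00170, and adjusted p = 0.257 with an estimated correlation. Neural crest genes gave 7 higher, 4 lower and 2 not past the test of 13 measured, or 7 higher and 4 lower when adjusted over the list alone, with *MSX2* (3.40), *MSX1* (2.78) and *TWIST1* (2.68) rising and *NGFR* (-2.60) falling, and camera adjusted p = 0.0160, and adjusted p = 0.257 with an estimated correlation. In N4+ against primed cells the neural list gave 1 higher, 31 lower and 3 not past the test of 35 measured, or 1 higher and 31 lower when adjusted over the list alone, *MAP2* (-6.45) and *NCAM1* (-4.55) lowest, with camera adjusted p = 6.0e-10, and adjusted p = 0.0232 with an estimated correlation. Of genes of other lineages, those of primitive streak and mesoderm gave 12 higher, 4 lower and 1 not past the test of 17 measured, or 12 higher and 4 lower when adjusted over the list alone, with *FGF8* (3.71) and *FOXC1* (3.61) among the highest, and camera adjusted p = 7.8e-04, and adjusted p = 0.301 with an estimated correlation. *PAX3* in N4- against primed cells did not pass the test on the deposited log2 values (log2 fold change 1.02). *SOX5* in N4- against primed cells did not pass the test with a pseudocount of 0.1 RPM or on the deposited log2 values (log2 fold change 0.94).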

More interestingly, genes that contribute to the second principal component provide new insights into the potential transcriptional differences between early-stage and late-stage naive cells (Figure 7A). For example, genes associated with early-stage N4^+^ cells include *TBX3*, *DPPA3*, *FGF18*, and *FOXC1*, and genes associated with late-stage established naive cells include *XIST*, *MEG3*, and *ZNF729*. 

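*TBX3*, a T-box factor of naive cells and of the extraembryonic lineages, *FGF18*, which encodes a fibroblast growth factor, and *FOXC1*, a forkhead factor of mesoderm, were lower in the naive line than in N4+ cells. *DPPA3*, a maternal factor of the early embryo, did not pass the test between them. *XIST*, the RNA that coats an inactive X chromosome and is also expressed in naive cells, *MEG3*, a maternally expressed imprinted RNA, and *ZNF729*, which encodes a KRAB zinc finger protein, were higher in the naive line. *TBX3* (ENSG00000135111, chromosome 12 from 114670254 to 114684164) was at 43.0 ± 7.83 RPM in N4+ cells, 21.7 ± 4.84 in P5 cells, 23.2 ± 2.58 in P10 cells and 11.4 ± 0.601 in naive cells (SD, n = 3 each). *TBX3* changed by -1.82 (standard error 0.23, adjusted p = 1.7e-06) on the log2 scale for naive against N4+ cells. *FGF18* (ENSG00000156427, chromosome 5 from 171419656 to 171457623) was at 20.2 ± 5.42 RPM in N4+ cells, 4.30 ± 1.10 in P5 cells, 8.90 ± 0.873 in P10 cells and 3.40 ± 0.246 in naive cells (SD, n = 3 each). *FGF18* changed by -2.23 (standard error 0.26, adjusted p = 4.3e-07) on the log2 scale. *FOXC1* (ENSG00000054598, chromosome 6 from 1609972 to 1613897) was at 38.4 ± 1.49 RPM in N3+ cells, 17.5 ± 3.95 in N4+ cells and 11.1 ± 0.336 in naive cells (SD, n = 3 each). *FOXC1* changed by -0.59 (standard error 0.21, adjusted p = 0.0234) on the log2 scale. *DPPA3* was at 89.1 ± 11.0 RPM in N4+ cells and 75.0 ± 11.4 RPM in P10 cells (SD, n = 3 each), and changed by 0.82 (standard error 0.40, adjusted p = 0.100) on the log2 scale from N4+ to naive cells. *XIST* (ENSG00000229807, chromosome X from 73820651 to 73852753) was at 0.765 ± 0.196 RPM in N4+ cells, 91.2 ± 16.7 in P5 cells, 82.3 ± 13.0 in P10 cells and 104 ± 8.73 in naive cells (SD, n = 3 each), and its log2 fold change was 5.90 (standard error 0.19, adjusted p = 2.1e-16). *XIST* overlaps *TSIX* on the other strand, which was at 0.468 ± 0.107 RPM in N4+ cells and 61.7 ± 5.05 in naive cells (SD, n = 3 each), so their reads are not safely told apart. *MEG3* (ENSG00000214548, chromosome 14 from 100779410 to 100861031) was at 7.84 ± 6.13 RPM in N4+ cells, 245 ± 10.3 in P5 cells, 309.7 ± 44.1 in P10 cells and 268 ± 38.6 in naive cells (SD, n = 3 each). *MEG3* changed by 5.13 (standard error 0.29, adjusted p = 5.5e-12) on the log2 scale. *ZNF729* (ENSG00000196350, chromosome 19 from 22286408 to 22317176) was at 0.579 ± 0.122 RPM in N4+ cells, 93.1 ± 19.7 in P5 cells, 68.8 ± 6.16 in P10 cells and 168 ± 18.1 in naive cells (SD, n = 3 each). *ZNF729* changed by 6.74 (standard error 0.15, adjusted p = 1.2e-18) on the log2 scale. Loadings on the second component were 0.0489 for *TBX3*, 0.0294 for *DPPA3*, 0.0496 for *FOXC1*, -0.0771 for *XIST*, -0.0877 for *MEG3* and -0.0968 for *ZNF729*, negative being the side of the naive line. Imprinted genes gave 15 higher, 10 lower and 5 not past the test of 30 measured, or 16 higher and 10 lower when adjusted over the list alone, with *PEG3*, *MEG3*, *MEG9* (4.14) and *MEG8* (3.53) highest, and camera adjusted p = 0.0359, and adjusted p = 0.286 with an estimated correlation. The other genes with the largest rises include *FAM151A* (4.96) and *ZNF90* (4.97), and those with the largest falls *LINC01108* (-4.57), *LRRN1* (-4.32), *GPC4* (-4.29), *ENC1* (-4.28) and *HAPLN1* (-4.19). *DPPA3* in naive against N4+ cells passed the test with only the 2 groups in the fit or without the 4 libraries left out of the repeat analysis (log2 fold change 0.82). *FOXC1* in naive against N4+ cells did not pass the test on the deposited log2 values or without N4+ replicate 1, N4+ replicate 3, naive replicate 1 or naive replicate 3 (log2 fold change -0.63 to -0.45).

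**Figure D2:**
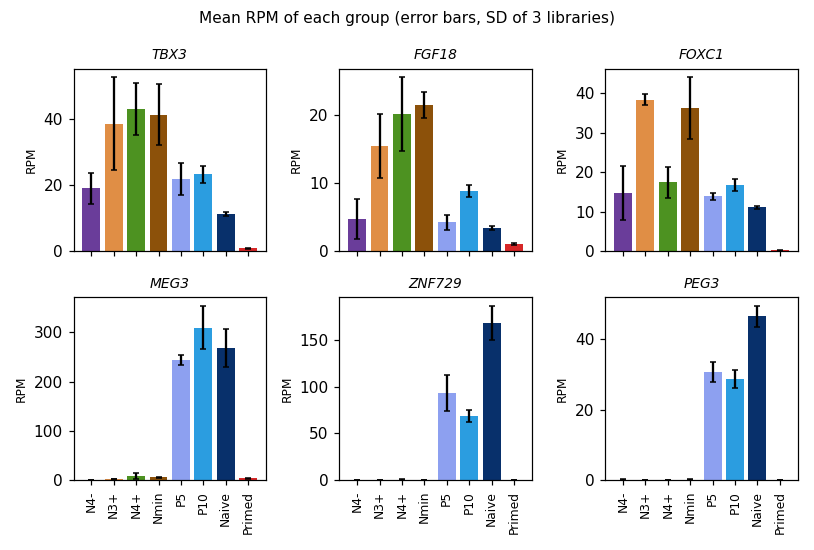
Levels of TBX3, FGF18, FOXC1, MEG3, ZNF729 and PEG3 in the 8 groups of libraries. Bars give the mean RPM and error bars the SD of 3 libraries.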

Gene ontology (GO) analysis of transcripts that are upregulated in naive PSCs compared with N4^+^ cells revealed a significant enrichment for biological processes related to the regulation of transcription (Figure 7B, top). 

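*GCM1*, the factor that directs trophoblast fusion, *LHX8*, a LIM homeobox factor of oocytes and forebrain, and *FOXR1*, a forkhead gene of the germline, were higher in the naive line than in N4+ cells. *ID4*, which encodes an inhibitor of helix-loop-helix factors, *KLF3* and *KLF9*, Kruppel-like factors, *HES2*, a hairy-related repressor, *ELF3*, an epithelial ETS factor, *AEBP2*, a cofactor of Polycomb repressive complex 2, and *NCOA3*, a coactivator of nuclear receptors, were also higher. *GCM1* (ENSG00000137270, chromosome 6 from 53126964 to 53148829) was at 0.0488 ± 0.0163 RPM in primed cells, 1.11 ± 0.467 in N4+ cells and 22.8 ± 1.87 in naive cells (SD, n = 3 each). *GCM1* changed by 3.51 (standard error 0.26, adjusted p = 5.4e-10) on the log2 scale for naive against N4+ cells. *LHX8* (ENSG00000162624, chromosome 1 from 75128434 to 75161533) was at 0.503 ± 0.0283 RPM in primed cells, 0.194 ± 0.0514 in N4+ cells and 8.03 ± 0.856 in naive cells (SD, n = 3 each). *LHX8* changed by 2.92 (standard error 0.18, adjusted p = 2.3e-11) on the log2 scale. *FOXR1* (ENSG00000176302, chromosome 11 from 118971707 to 118981291) was at 0.407 ± 0.333 RPM in N4+ cells and 9.72 ± 0.529 in naive cells (SD, n = 3 each). *FOXR1* changed by 2.95 (standard error 0.20, adjusted p = 8.5e-11) on the log2 scale. The other log2 fold changes were 1.82 for *ID4*, 1.68 for *KLF3*, 1.11 for *KLF9*, 1.46 for *HES2*, 1.08 for *ELF3*, 1.20 for *AEBP2*, 1.17 for *NCOA3*, 0.98 for *STAT5A*, 0.96 for *TAF1A*, 0.84 for *ARID5A*, 0.96 for *KDM1B*, 1.53 for *TGFB3* and 0.95 for *HESX1*, each with an adjusted p under 0.05. In all 3988 genes were higher in naive than in N4+ cells, 900 of them by at least 2-fold. Germline genes gave 9 higher, 0 lower and 3 not past the test of 12 measured, or 9 higher and 1 lower when adjusted over the list alone, led by *MAGEB2* (4.13), *SYCP3* (3.31), *STAG3* (2.37) and *SOHLH2* (2.08), with camera adjusted p = 2.1e-04, and adjusted p = 0.286 with an estimated correlation. Targets of p53 gave 11 higher, 0 lower and 3 not past the test of 14 measured, or 11 higher and 0 lower when adjusted over the list alone, led by *GDF15* (3.25), *FDXR* (1.38), *CDKN1A* (1.07) and *SESN1* (1.05), with camera adjusted p = 0.00499, and adjusted p = 0.491 with an estimated correlation. The naive gene list gave 14 higher, 1 lower and 11 not past the test of 26 measured, or 14 higher and 1 lower when adjusted over the list alone, led by *ZFP57* (3.67), *KHDC1L* (3.10), *OOEP* (2.99) and *KHDC3L* (2.15), with camera adjusted p = 9.1e-04, and adjusted p = 0.635 with an estimated correlation. The annotation of the ontology terms is not part of the data, so term enrichment was not computed. *CDKN1A* in naive against N4+ cells did not pass the test without N4+ replicate 2 (log2 fold change 0.82).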

Strikingly, almost half of the genes within this GO category encode zinc finger proteins (n > 100), suggesting that this class of transcriptional regulator may be associated closely with cell state. 

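*ZNF486*, *ZNF676*, *ZNF736* and *ZNF98*, which encode KRAB zinc finger proteins of the kind that bind transposable elements, were higher in the naive line than in N4+ cells. *ZFP57*, which encodes the zinc finger protein that maintains methylation at imprinted regions, and *ZNF727* were higher too. *ZNF486* (ENSG00000256229, chromosome 19 from 20167228 to 20200490) was at 3.44 ± 1.24 RPM in N4+ cells, 87.0 ± 8.20 in P10 cells and 223 ± 8.46 in naive cells (SD, n = 3 each), with no reads in any of the 3 libraries of primed cells. *ZNF486* changed by 5.69 (standard error 0.22, adjusted p = 6.2e-15) on the log2 scale for naive against N4+ cells. *ZNF676* (ENSG00000196109, chromosome 19 from 22179091 to 22196951) was at 2.10 ± 0.444 RPM in N4+ cells, 73.9 ± 6.73 in P10 cells and 108 ± 5.87 in naive cells (SD, n = 3 each). *ZNF676* changed by 5.15 (standard error 0.16, adjusted p = 2.0e-16) on the log2 scale. *ZNF736* (ENSG00000234444, chromosome 7 from 64310828 to 64354860) was at 0.872 ± 0.0210 RPM in N4+ cells, 67.6 ± 7.71 in P10 cells and 58.5 ± 4.54 in naive cells (SD, n = 3 each). *ZNF736* changed by 4.99 (standard error 0.13, adjusted p = 8.4e-18) on the log2 scale. *ZFP57* (ENSG00000204644, chromosome 6 from 29672392 to 29681110) was at 0.542 ± 0.103 RPM in N4- cells, 3.09 ± 0.680 in N4+ cells and 50.5 ± 0.463 in naive cells (SD, n = 3 each), and *ZNF98* changed by 4.49 (standard error 0.12, adjusted p = 1.0e-17) on the log2 scale. *ZNF727* stood at 16.1 ± 2.08 RPM in naive cells (SD, n = 3), with no reads in any of the 3 libraries of N4+ cells (adjusted p = 8.4e-18). Taking every tested gene whose symbol is ZNF or ZFP followed by a number, 529 genes gave 267 higher in naive cells, 57 lower and 205 not past the test, or 274 higher and 63 lower when adjusted over the list alone. They made up 6.7% of the genes higher in naive cells and 3.5% of all genes tested (odds ratio 2.94, Fisher's exact p = 1.3e-32), and 1.9% of the genes lower in naive cells (odds ratio 0.47, Fisher's exact p = 7.3e-09). Fisher's test takes the genes as independent, while many of these zinc finger genes lie in clusters on chromosome 19. Camera gave adjusted p = 6.0e-08, and adjusted p = 0.320 with an estimated correlation, with a median log2 fold change of 0.38 over the zinc finger genes. Reads of close paralogs in these clusters may be misplaced, so values of single zinc finger genes are less certain than those of the family.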

Transcripts downregulated in naive PSCs compared with N4^+^ cells are significantly enriched for GO terms related to developmental and differentiation regulators (Figure 7B, bottom). This finding implies that genes potentially involved in lineage priming are robustly silenced during the later stages of naive PSC formation. 

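*HAND1*, a factor of trophoblast and heart, *GATA2*, a factor of trophoblast and blood, and *CDX2*, the trophectoderm and hindgut homeobox factor, were lower in the naive line than in N4+ cells. *FGF2*, a growth factor of the primed state, *MYB*, a factor of blood progenitors, *BCOR*, a corepressor, *CHD7*, a chromatin remodeller of the neural crest, *SALL3* and *SOX3*, neural factors, and *GLI2* and *PTCH1*, a factor and a receptor of hedgehog signalling, were lower as well. *HAND1* (ENSG00000113196, chromosome 5 from 154474972 to 154478264) was at 0.573 ± 0.129 RPM in primed cells, 24.3 ± 7.21 in N4- cells, 29.6 ± 15.8 in N4+ cells and 2.26 ± 0.320 in naive cells (SD, n = 3 each). *HAND1* changed by -3.08 (standard error 0.33, adjusted p = 1.2e-07) on the log2 scale for naive against N4+ cells. *GATA2* (ENSG00000179348, chromosome 3 from 128479427 to 128493185) was at 0.261 ± 0.115 RPM in primed cells, 8.73 ± 3.74 in N4+ cells and 1.10 ± 0.413 in naive cells (SD, n = 3 each). *GATA2* changed by -2.15 (standard error 0.33, adjusted p = 1.9e-05) on the log2 scale. *CDX2* (ENSG00000165556, chromosome 13 from 27962137 to 27971139) was at 0.294 ± 0.139 RPM in primed cells, 11.7 ± 3.72 in N4+ cells and 2.35 ± 0.324 in naive cells (SD, n = 3 each). *CDX2* changed by -1.88 (standard error 0.29, adjusted p = 2.1e-05) on the log2 scale. *FGF2* (ENSG00000138685, chromosome 4 from 122826708 to 122898236) was at 56.2 ± 3.66 RPM in primed cells, 110.1 ± 25.2 in N4+ cells and 27.6 ± 2.19 in naive cells (SD, n = 3 each). *FGF2* changed by -1.93 (standard error 0.22, adjusted p = 3.3e-07) on the log2 scale. *GLI2* was at 36.9 ± 4.95 RPM in primed cells, 14.3 ± 3.54 in N4+ cells and 0.0375 ± 0.00382 in naive cells (SD, n = 3 each), with reads in only 1 of the 3 naive libraries. *GLI2* changed by -3.86 (standard error 0.57, adjusted p = 1.1e-05) on the log2 scale. Further log2 fold changes were -2.00 for *MYB*, -1.17 for *BCOR*, -1.50 for *CHD7*, -2.61 for *SALL3*, -1.93 for *SOX3*, -1.60 for *PTCH1*, -1.31 for *FZD7*, -1.18 for *SKI*, -1.01 for *FGF8*, -1.44 for *SOX12*, -3.79 for *WNT5A* and -2.89 for *FOXD3*, all with an adjusted p under 0.05. In all 3014 genes were lower in naive than in N4+ cells, 1018 of them by at least 2-fold. Transcripts that follow WNT signalling gave 0 higher, 10 lower and 3 not past the test of 13 measured, or 0 higher and 10 lower when adjusted over the list alone, led by *RNF43* (-2.56), *APCDD1* (-2.43) and *SP5* (-2.37), with camera adjusted p = 6.5e-06, and adjusted p = 0.286 with an estimated correlation. Those that follow ERK activity gave 0 higher, 10 lower and 7 not past the test of 17 measured, or 0 higher and 10 lower when adjusted over the list alone, led by *PHLDA1* (-2.95), *IER3* (-2.06) and *ETV4* (-1.90), with camera adjusted p = 2.1e-04, and adjusted p = 0.306 with an estimated correlation. NOTCH receptors, ligands and targets gave 1 higher, 6 lower and 6 not past the test of 13 measured, or 1 higher and 6 lower when adjusted over the list alone, *NOTCH2* (-3.28) and *NOTCH3* (-1.86) lowest, with camera adjusted p = 0.0179, and adjusted p = 0.491 with an estimated correlation.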

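*KRT7*, which encodes a keratin of trophoblast, was lower in naive than in N4+ cells, whereas *GCM1* of the same lineage was higher. *CER1*, which encodes a secreted antagonist made by anterior endoderm, and *FOXA2*, an endoderm factor, were lower, and *EOMES*, a T-box factor of the primitive streak, was higher. *DCX*, which encodes a protein of migrating neurons, was lower, and *ZIC1* and *IRX3*, neural plate factors, were higher. Trophectoderm genes gave 2 higher, 10 lower and 4 not past the test of 16 measured, or 2 higher and 10 lower when adjusted over the list alone, with *KRT7* (-2.21) among the falls and camera adjusted p = 0.0177, and adjusted p = 0.491 with an estimated correlation. Primitive endoderm genes gave 2 higher, 3 lower and 10 not past the test of 15 measured, or 2 higher and 3 lower when adjusted over the list alone, *CER1* (-2.45), *FOXA2* (-2.02) and *COL4A1* (-1.90) lowest and *GATA4* (1.00) higher, with camera adjusted p = 0.201, and adjusted p = 0.773 with an estimated correlation. Primitive streak and mesoderm genes gave 4 higher, 6 lower and 7 not past the test of 17 measured, or 4 higher and 6 lower when adjusted over the list alone, with *MIXL1* (-1.61) and *EOMES* (1.41) on either side, and camera adjusted p = 0.220, and adjusted p = 0.773 with an estimated correlation. Neural genes gave 8 higher, 10 lower and 17 not past the test of 35 measured, or 8 higher and 10 lower when adjusted over the list alone, *ZIC1* (3.08) and *IRX3* (2.84) rising most, with camera adjusted p = 0.593, and adjusted p = 0.822 with an estimated correlation. *DCX* was at 3.74 ± 0.714 RPM in N4+ cells (SD, n = 3), with no reads in any of the 3 libraries of naive cells (adjusted p = 1.9e-05). Neural crest genes gave 3 higher, 4 lower and 6 not past the test of 13 measured, or 3 higher and 4 lower when adjusted over the list alone, *TWIST1* (1.73) and *EDNRB* (-1.28) among them, with camera adjusted p = 0.606, and adjusted p = 0.777 with an estimated correlation. Endothelial and blood genes gave 3 higher, 2 lower and 4 not past the test of 9 measured, or 3 higher and 4 lower when adjusted over the list alone, *TEK* (1.91) and *CDH5* (0.97) being higher, with camera adjusted p = 0.492, and adjusted p = 0.773 with an estimated correlation. Primed genes gave 2 higher, 11 lower and 9 not past the test of 22 measured, or 2 higher and 11 lower when adjusted over the list alone, *SOX11* (-3.73) and *COL2A1* (-3.03) among the lowest, with camera adjusted p = 0.00120, and adjusted p = 0.491 with an estimated correlation. The paper compares sorted day 10 populations with passaged and established cells, places them by the genes that vary most, and reads the genes that differ between N4+ and naive cells through their ontology terms. From the terms of the lower genes it proposes that lineage genes are silenced late in resetting, and from the higher ones it raises the possibility that zinc finger genes are tied to cell state. *CDH5* in naive against N4+ cells did not pass the test without N4+ replicate 1 (log2 fold change 0.70). *EDNRB* in naive against N4+ cells did not pass the test without N4+ replicate 1 (log2 fold change -1.05).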

Taken together, characterization of newly defined cell populations at an early stage in primed-to-naive conversion reveals the transcriptional changes that are associated with naive cell formation and maturation.

Several molecular criteria, including X chromosome status and transposable element (TE) expression, have recently been proposed to provide an accurate approach to distinguish between naive and primed PSCs (Petropoulos et al., 2016, Sahakyan et al., 2017, Theunissen et al., 2016, Vallot et al., 2017). We examined our RNA sequencing (RNA-seq) datasets to determine the allele-specific expression of X-linked genes and then classified informative transcripts as monoallelic or biallelic. This analysis revealed that X chromosome reactivation occurred primarily during the late-stage maturation of naive cells (Figure 7C) and supports the conclusion that X chromosome reactivation is a robust molecular marker of mature naive PSCs. Curiously, this analysis also identified a set of 14 genes on the p arm that were expressed biallelically in the P5 and P10 cells but monoallelically in the established naive PSCs. The reason for this difference is currently unclear but could indicate an erosion of X chromosome activation during long-term maintenance of naive PSCs.

We next investigated the transcription of TEs in the isolated cell populations (Table S3). 

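HERVH-int, the internal part of an endogenous retrovirus that is active in primed cells, was lower in the naive line than in the primed line, and LTR7, its promoter, was too. HERVK-int, the internal part of the youngest human retrovirus family, was higher in naive and in N4+ cells than in primed cells. LTR10B, a retroviral promoter repeat, was lower in N4+ cells. HERVK-int was at 1359 ± 172 CPM in primed cells, 65686 ± 8832 in N4+ cells and 119185 ± 12378 in naive cells (SD, n = 3 each), a log2 fold change of 5.59 (standard error 0.22, adjusted p = 7.0e-18) for N4+ against primed and 6.46 (standard error 0.22, adjusted p = 9.3e-20) for naive against primed cells. LTR10B was at 1001 ± 81.3 CPM in primed cells, 18.8 ± 7.83 in N4+ cells and 2.96 ± 5.12 in naive cells (SD, n = 3 each), a log2 fold change of -5.73 (standard error 0.65, adjusted p = 7.3e-08) and -8.86 (standard error 0.65, adjusted p = 3.8e-12) for the same comparisons. HERVK14C-int fell by 4.46 on the log2 scale in N4+ against primed cells (adjusted p = 4.9e-09). These values come from Table S3, in which the authors give reads per class of repeat for 20 of the 24 libraries and 1805 classes. They counted reads over repeats more than 2 kb from a gene and left out samples with many reads outside genes, for potential DNA contamination. The table holds 3 libraries each of N4+, P5, naive and primed cells and 2 each of N4-, N3+, N min and P10 cells, with 188273 to 663810 repeat reads per library. Classes are compared with limma on log2(CPM + 1), where CPM is reads of a class per M repeat reads, so a class with a large share of the reads lowers the others when it rises. HERVH-int alone was at 313960.5 ± 50886 CPM in primed cells (SD, n = 3). In N4+ against primed cells 155 classes were higher and 328 lower, and in naive against primed cells 285 and 303. With median-of-ratios scaling the N4+ against primed counts were 254 higher and 204 lower, and the median log2 fold change of all classes moved from -0.304 to -0.02. Without N4+ replicate 3, 212 classes were lower and without primed replicate 3, 205.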

Clustering of the samples by PCA positioned the N4^+^ cells in between the established primed and naive PSCs, which reinforced our previous result that the day 10 samples represent early-stage cell types that have not fully acquired mature expression profiles (Figure 7D, left). 

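HERVK11-int and LTR1C, a retroviral interior and a retroviral promoter, were higher in N4+ than in primed cells, and MER11A and LTR5_Hs, promoters of HERVK families, were too. SVA_D, a hominoid composite retrotransposon, lay between the lines in N4+ cells. The log2 fold changes in N4+ against primed cells were 3.88 (standard error 0.19, adjusted p = 3.2e-16) for HERVK11-int, 3.34 (standard error 0.32, adjusted p = 2.7e-09) for LTR1C, 3.93 (standard error 0.18, adjusted p = 1.9e-16) for MER11A and 3.25 (standard error 0.18, adjusted p = 8.7e-15) for LTR5_Hs. In naive against N4+ cells their log2 fold changes were 0.90, 1.60, 0.82 and 0.60. These are shares of repeat reads. Repeat reads per M library reads were 12896 to 13899 in naive and 18375 to 24528 in N4+ libraries. Per library read these rises would thus be smaller, and for LTR5_Hs may be absent. SVA_D was at 738 ± 169 CPM in primed cells, 5246 ± 907 in N4+ cells and 50467 ± 4155 in naive cells (SD, n = 3 each). Naive cells had 333 classes higher and 127 lower than N4+ cells, or 263 and 235 with median-of-ratios scaling, which moves the median log2 fold change of all classes from 0.225 to 0.008. On the first component of the 1000 most variable classes, with primed libraries at 0% and naive libraries at 100%, N4+ cells lay at 49.3 ± 4.7% (SD, n = 3), N min cells at 45.7 ± 3.1%, N3+ cells at 41 ± 3.7% and N4- cells at 11.3 ± 7.8% (SD, n = 2 each). The place of N4- cells was at 22.8% without N4- replicate 1 and at 1.9, 2.3 and 2.9% without primed replicate 1, 2 and 3. This component held 25.9% and the second 12.7% of the variance, and N4+ cells had a mean score of 19.8 on the second, against -14.2 in naive and -14.5 in primed cells. Over these classes N4+ cells lay at a distance of 49.2 from naive and 48.4 from primed cells on the log2 scale, the 2 lines being 61.4 apart. LTR5_Hs in naive against N4+ cells did not pass the test with median-of-ratios scaling or without N4+ replicate 2 (log2 fold change 0.35 to 0.42).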

In support of this finding, the P5 and P10 samples clustered closely to the established naive PSCs (Figure 7D). 

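HERV-Fc1_LTR1, the promoter of a low-copy retrovirus, and LTR7 and HERVH-int were higher in P5 cells than in the established naive line. LTR29, a retroviral promoter, and BC200, a small brain RNA derived from an Alu element, were lower. LTR29 was at 875 ± 720.2 CPM in P5 cells and 3774 ± 1136 in naive cells (SD, n = 3 each) and changed by -2.38 (standard error 0.35, adjusted p = 4.2e-05) on the log2 scale in P5 and by -3.16 (standard error 0.39, adjusted p = 3.0e-06) in P10 against naive cells. BC200 was at 1247 ± 607 CPM in P5 cells and 5877 ± 1386 in naive cells (SD, n = 3 each) and changed by -2.32 (standard error 0.32, adjusted p = 2.5e-05) and -3.30 (standard error 0.36, adjusted p = 6.1e-07). HERV-Fc1_LTR1 was at 99.0 ± 31.3 CPM in P5 cells (SD, n = 3) with 4 reads in the 3 naive libraries together, and rose by 4.84 in P5 and 5.25 in P10 on the log2 scale. LTR7 rose by 1.19 in P5 and 1.00 in P10 and HERVH-int rose in both, by 1.42 in P10, all with an adjusted p under 0.05. SVA_F fell by 0.91 in P5 and 0.77 in P10. Repeat reads per M library reads were 12896 to 13899 in naive, 21014 to 21678 in P5, and 20593 and 21190 in P10 libraries. Per library read, falls from the naive line would thus be smaller and rises larger. Against naive cells 47 classes were higher and 41 lower in P5, and 37 and 33 in P10. These counts depend on single libraries: without P5 replicate 1 they were 29 and 24 in P5. In P10, 17 were higher without P10 replicate 1 or 3, and 13, 12, 19 and 16 lower without P10 replicate 1, P10 replicate 3, naive replicate 1 and naive replicate 3. Scaling by median of ratios gave 62 lower classes in P5. P5 cells lay at 85.8 ± 4.7% (SD, n = 3) and P10 cells at 91.8 ± 3.8% (SD, n = 2) of the way from primed to naive cells on the first component. From the place of N4+ cells between the lines and of P5 and P10 cells near the naive line, the paper finds its earlier reading of day 10 cells as an early stage reinforced. LTR7 in P10 against naive cells did not pass the test without P10 replicate 1 (log2 fold change 0.71). HERVH-int in P10 against naive cells did not pass the test without P10 replicate 1 (log2 fold change 1.31). SVA_F in P10 against naive cells did not pass the test with a pseudocount of 0.1 CPM, with median-of-ratios scaling or without any 1 of the 5 libraries (log2 fold change -0.82 to -0.72).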

Interestingly, the loadings plot (Figure 7D, right) and clustering analysis (Figure S6) reveal the specific TE families that contribute the most to each sample. In particular, known naive-specific (such as the SVA classes of repeats) and primed-specific (such as LTR7 and HERVH-int) transcripts segregate the first principal component (Figure 7D, right; Theunissen et al., 2016). Moreover, the analysis also identified TE families that may help to characterize early-stage naive cells (such as LTR7Y, LTR5B, and HERV9NC-int) and late-stage naive PSCs (such as MER47C, MER57E3, and BSR/Beta). 

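SVA_D, SVA_E and SVA_F, the youngest classes of a hominoid composite retrotransposon, were higher in the naive than in the primed line, and SVA_A, SVA_B and SVA_C were too. LTR7 and HERVH-int, a promoter and interior whose transcripts mark primed cells, were lower in the naive line. From primed to naive cells, SVA_F went from 292 ± 46.1 to 22852 ± 1563 CPM (SD, n = 3 each), a log2 fold change of 6.30 (standard error 0.20, adjusted p = 7.6e-21). The log2 fold changes of naive against primed cells were 6.11 (standard error 0.25, adjusted p = 3.1e-18) for SVA_D, 5.32 (standard error 0.28, adjusted p = 2.1e-15) for SVA_E, 5.22 (standard error 0.23, adjusted p = 2.6e-17) for SVA_C, 4.46 (standard error 0.22, adjusted p = 2.2e-16) for SVA_A and 2.88 (standard error 0.18, adjusted p = 8.8e-14) for SVA_B. LTR7 was at 68758 ± 2729 CPM in primed cells, 52463 ± 3497 in N4+ cells and 11921 ± 789 in naive cells (SD, n = 3 each), a log2 fold change of -2.53 (standard error 0.20, adjusted p = 2.1e-11) for naive against primed cells. HERVH-int was at 339084 ± 94008 CPM in N4+ cells and 64572 ± 8321 in naive cells (SD, n = 3 each), and changed by -2.28 (standard error 0.26, adjusted p = 3.1e-08) on the log2 scale between the lines. In N4+ against primed cells neither passed the test (LTR7 (-0.39) and HERVH-int (0.08)), whereas naive cells were lower than N4+ cells for both (LTR7 (-2.14) and HERVH-int (-2.36)). In the same comparisons SVA_F changed by 4.16 and 2.14, SVA_D by 2.84 and 3.28, and SVA_B by -0.17, which did not pass, and 3.05. Loadings on the first component were 0.0953 for SVA_D (rank 9 by size), 0.0866 for SVA_E (rank 14), 0.0863 for SVA_F (rank 15), -0.0234 for LTR7 (rank 432) and -0.0181 for HERVH-int (rank 539). Reads from young repeats map to many places, so their division among the SVA classes is uncertain.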

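LTR7Y, a variant of the HERVH promoter active in the early embryo, was higher in N4+ cells than in both lines. LTR5B, an older HERVK promoter, was higher in N4+ than in primed cells and, as a share of repeat reads, higher still in the naive line. HERV9NC-int, a retroviral interior, was lower in the naive line than in N4+ or primed cells. MER47C, a DNA transposon class, MER57E3, a retroviral promoter often placed near zinc finger genes, and BSR/Beta, a satellite repeat, were higher in the naive line. LTR7Y was at 316 ± 31.1 CPM in primed cells, 8839 ± 1185 in N4+ cells, 4282 ± 249 in P5 cells and 2963 ± 288 in naive cells (SD, n = 3 each), a log2 fold change of 4.80 (standard error 0.23, adjusted p = 2.4e-16) for N4+ against primed and -1.57 (standard error 0.23, adjusted p = 3.8e-06) for naive against N4+ cells. LTR5B was at 139 ± 28.4 CPM in primed cells, 5904 ± 870.4 in N4+ cells, 5486 ± 1311 in P5 cells and 10697 ± 441 in naive cells (SD, n = 3 each), with 5.41 (standard error 0.19, adjusted p = 3.6e-19) and 0.87 (standard error 0.19, adjusted p = 8.0e-04) on the log2 scale. HERV9NC-int was at 1677 ± 166 CPM in primed cells, 1940.4 ± 419 in N4+ cells, 414 ± 200.0 in P5 cells and 71.8 ± 27.8 in naive cells (SD, n = 3 each), with 0.19 (standard error 0.35, adjusted p = 0.737) and -4.80 (standard error 0.35, adjusted p = 2.0e-11). MER47C was at 22.9 ± 11.2 CPM in primed cells, 70.0 ± 22.4 in N4+ cells, 268 ± 25.1 in P5 cells and 626 ± 52.3 in naive cells (SD, n = 3 each), with 1.62 (standard error 0.30, adjusted p = 1.2e-04) and 3.19 (standard error 0.30, adjusted p = 1.6e-09). MER57E3 was at 3.19 ± 1.61 CPM in N4+ cells, 77.8 ± 20.4 in P5 cells and 119 ± 17.4 in naive cells (SD, n = 3 each), with no reads in any library of primed cells, and changed by 4.89 (standard error 0.67, adjusted p = 1.7e-06) from N4+ to naive cells, where N4+ cells had 4 reads in all. BSR/Beta was at 44.8 ± 53.1 CPM in primed cells, 47.3 ± 1.45 in N4+ cells, 4583 ± 1013 in P5 cells and 8732 ± 383 in naive cells (SD, n = 3 each), with 0.74 (standard error 0.57, adjusted p = 0.370) and 7.50 (standard error 0.57, adjusted p = 3.9e-11) on the log2 scale. Loadings on the second component were 0.0811 for LTR7Y, 0.0650 for LTR5B, 0.0652 for HERV9NC-int, -0.0278 for MER47C, -0.0602 for MER57E3 and -0.1067 for BSR/Beta, positive being the side of N4+ cells. BSR/Beta in N4+ against primed cells passed the test without primed replicate 3 (log2 fold change 1.68).

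**Figure D3:**
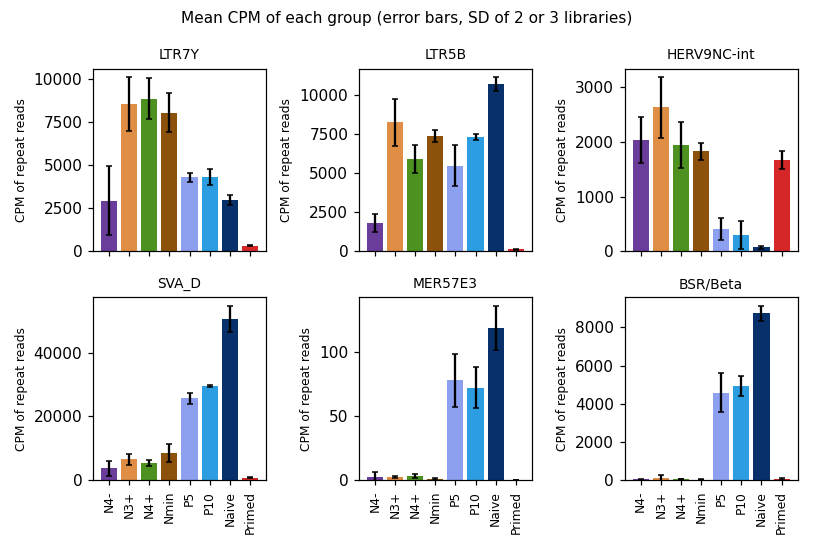
Levels of LTR7Y, LTR5B, HERV9NC-int, SVA_D, MER57E3 and BSR/Beta in the 8 groups of libraries. Bars give the mean CPM and error bars the SD of 2 or 3 libraries.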

Taken together, our identified set of cell surface markers and cell sorting strategy have enabled the definition of distinct transcriptional and X chromosome inactivation events associated with naive cell resetting.

## Discussion

We present here the results of a comprehensive antibody screen of cell surface proteins in naive and primed human PSCs. This approach enabled the definition of state-specific cell surface protein signatures that are robust across multiple human PSC lines and culture conditions. The proposed signatures can be applied to interrogate cell populations to infer PSC state. Advantages of this approach over molecular criteria to distinguish between naive and primed PSCs (Theunissen et al., 2016) include the examination of live cells and compatibility with downstream functional assays and the ability to unambiguously categorize individual pluripotent cell types within a population.

Several of the naive-specific but not primed-specific proteins were expressed in preimplantation-stage human embryos, including in pluripotent epiblast cells. This validation provides further reassurance that the naive PSCs resemble human pluripotent cells in vivo, which is in line with previous transcriptional and epigenetic comparisons (Blakeley et al., 2015, Guo et al., 2014, Okamoto et al., 2011, Petropoulos et al., 2016, Theunissen et al., 2016, Vallot et al., 2017, Yan et al., 2013). Nevertheless, differences in protein expression (such as CD7) also raise the possibility that naive PSCs may not entirely recapitulate the properties of human preimplantation epiblast cells, and further research is required to equate PSCs to specific developmental stages. As an initial step, our dataset uncovered several insights that are relevant for the investigation of early-stage human development. To exemplify the application of our dataset to human embryos, we demonstrated that the naive-specific protein CD130 (the LIF co-receptor) is expressed in the human epiblast. Although the role of LIF signaling in mouse development and mouse PSC self-renewal is well established (Ohtsuka et al., 2015, Onishi and Zandstra, 2015), the function of this pathway is poorly understood in human development and PSCs. There are conflicting reports about the expression of LIF signaling components in primed PSCs (Brandenberger et al., 2004, Carpenter et al., 2004, Dahéron et al., 2004, Humphrey et al., 2004), and our work, therefore, provides an impetus for future characterization of this signaling pathway.

Our screening approach enabled us to develop a multiplexed panel of state-specific antibodies that we applied to several critical problems currently encountered during human PSC resetting and differentiation. We first investigated the dynamics of naive-state and primed-state interconversions, which confirmed the utility and specificity of the protein markers and extended our understanding of these cellular processes. In particular, monitoring the changes in cell-surface protein expression allowed the tracking of cell populations and the comparison of different resetting protocols. For example, the proportion of day 10-reset cells with similar protein signatures to established naive PSCs and the timing in the emergence of this cell population were increased under the 5i/L/A conditions compared with t2i/L+PKCi (Takashima et al., 2014, Theunissen et al., 2014). These comparative observations should be useful for the further development of resetting protocols. We also observed differences in the dynamics of each protein marker during a resetting time course. For example, the expression levels of proteins such as CD90 changed rapidly during cell state transitions and are likely to be responsive to cell culture conditions. In contrast, other proteins changed expression more gradually, such as CD130 and CD57, and are therefore more sensitive indicators of cell state. Multiplexing antibodies enabled a high-resolution analysis of cell samples and was able to reveal discrete subpopulations of cells when visualized by dimensionality reduction methods such as FlowSOM (Van Gassen et al., 2015). We suggest that the identified proteins could also be used to study other reprogramming events, such as the conversion of somatic cells to naive iPSCs, or to identify naive PSCs in a screen for naive-promoting factors.

Although the focus of the current study was to identify proteins that can distinguish between naive and primed human PSCs, the availability of an extensive catalog of proteins present on the cell surface of PSCs should also be valuable for the study of human pluripotency and differentiation. In particular, differences in cell surface protein expression raise the possibility that some of the markers may have a role in regulating PSC state. For example, CD75, which was upregulated at a late stage of primed-to-naive resetting, is a cell surface glycoprotein that is catalyzed by sialytransferases (Munro et al., 1992). Sialylation is involved in a variety of cellular functions, such as cell adhesion, signal recognition, and modulation of glycoprotein stability (Pshezhetsky and Ashmarina, 2013, Schauer, 2009). A previous study demonstrated that perturbation of the sialtransferase ST6GAL1 results in less efficient reprogramming of somatic cells and compromised self-renewal of human primed PSCs (Wang et al., 2015). However, sialtransferase activity and function and the role of the glycoprotein CD75 have not been examined in naive PSCs, and this provides one interesting direction for future investigation. Other proteins identified in our screen included several NOTCH receptors that were expressed exclusively in primed PSCs. NOTCH signaling is crucial for many aspects of stem cell regulation, including cell fate decisions and cell proliferation (Perdigoto and Bardin, 2013). It will, therefore, be interesting to investigate whether proteins identified in our screen have a functional role in naive or primed pluripotency. Last, an additional line of future work to enhance our resource could be the application of proteomics, including phosphoproteomics, to the two human PSC-types to obtain a comprehensive overview of protein expression and pathway activity.

Previous studies have relied on transgene expression or the judgement of cell morphology to detect and select naive PSCs (Chan et al., 2013, Gafni et al., 2013, Takashima et al., 2014, Theunissen et al., 2014, Ware et al., 2014). In contrast, our set of cell surface markers can identify and prospectively isolate the emerging naive cells from a heterogeneous population of resetting cells, thereby enabling an unambiguous and straightforward approach to derive naive PSC cultures. This approach also allows the examination of specific cells at a time point much earlier in the resetting process than was previously possible. Our molecular characterization of cells on day 10 of resetting showed that their transcriptome was more similar to naive cells than to primed cells but not identical to established naive PSCs. 

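*DNMT3L*, which encodes a cofactor of DNA methylation, *GDF3*, which encodes a TGF-beta ligand of pluripotent cells, *KLF5*, a Kruppel-like factor, *FGF4*, a growth factor of the inner cell mass, and *ZFP42*, a zinc finger factor of pluripotent cells, were higher in N4+ than in primed cells. Between N4+ and naive cells *FGF4* and *ZFP42* were higher in naive cells, and *DNMT3L*, *GDF3* and *KLF5* did not pass the test. *DNMT3L* (ENSG00000142182, chromosome 21 from 44246339 to 44262216) was at 0.316 ± 0.0560 RPM in primed cells, 81.9 ± 4.38 in N4+ cells and 114 ± 2.45 in naive cells (SD, n = 3 each). *DNMT3L* changed by 5.98 (standard error 0.26, adjusted p = 1.2e-14) on the log2 scale for N4+ against primed and 0.48 (standard error 0.26, adjusted p = 0.140) for naive against N4+ cells. *GDF3* (ENSG00000184344, chromosome 12 from 7689782 to 7695776) was at 3.06 ± 0.257 RPM in primed cells, 155 ± 4.13 in N4+ cells and 123 ± 3.04 in naive cells (SD, n = 3 each), with 5.26 (standard error 0.31, adjusted p = 2.0e-12) and -0.33 (standard error 0.31, adjusted p = 0.404) on the log2 scale. *KLF5* (ENSG00000102554, chromosome 13 from 73054976 to 73077542) was at 2.08 ± 0.146 RPM in primed cells, 142 ± 8.81 in N4+ cells and 169.7 ± 5.22 in naive cells (SD, n = 3 each), with 5.53 (standard error 0.22, adjusted p = 2.3e-15) and 0.26 (standard error 0.22, adjusted p = 0.352). *ZFP42* (ENSG00000179059, chromosome 4 from 187995771 to 188005050) was at 37.5 ± 0.543 RPM in primed cells, 143 ± 14.1 in N4+ cells and 317 ± 2.82 in naive cells (SD, n = 3 each), with 1.89 (standard error 0.19, adjusted p = 1.0e-08) and 1.15 (standard error 0.19, adjusted p = 3.7e-05). *FGF4* (ENSG00000075388, chromosome 11 from 69771016 to 69775403) was at 2.63 ± 0.570 RPM in primed cells, 162 ± 16.1 in N4+ cells and 263 ± 5.75 in naive cells (SD, n = 3 each), with 5.50 (standard error 0.25, adjusted p = 1.9e-14) and 0.70 (standard error 0.25, adjusted p = 0.0236). Over the 1000 most variable genes N4+ cells lay at a distance of 58.6 from naive and 100.5 from primed cells on the log2 scale, N min cells at 66.4 and 97.4, N3+ cells at 73.3 and 92.6, and N4- cells at 119.9 and 48.7, the lines being 127.7 apart. Group means of log2(RPM + 1) over these genes were correlated without centring each gene. N4+ cells correlated with naive cells at 0.622 and with primed cells at -0.007. In all 7002 of the 14993 genes differed between naive and N4+ cells, and 62.7% had 3 naive libraries that did not overlap the 3 N4+ libraries, where chance gives 10%. *DNMT3L* in naive against N4+ cells passed the test with only the 2 groups in the fit (log2 fold change 0.48). *FGF4* in naive against N4+ cells did not pass the test on the deposited log2 values or without N4+ replicate 1, N4+ replicate 3, naive replicate 1 or naive replicate 2 (log2 fold change 0.64 to 0.70). *GDF3* in naive against N4+ cells passed the test with only the 2 groups in the fit (log2 fold change -0.33). *KLF5* in naive against N4+ cells passed the test with only the 2 groups in the fit (log2 fold change 0.26).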

Importantly, this analysis provided new insights into the temporal sequence of gene expression changes. In particular, we found that the transcription factors *KLF17*, *DPPA5*, and *NANOG* are induced at a relatively late stage of resetting, but other genes, such as *DPPA3* and *TBX3*, are induced earlier. Conversely, the process of X chromosome reactivation and the expression of several genes that define established naive cells such as *MEG3*, *XIST*, and a large set of zinc finger proteins, have not been induced by day 10. 

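*KLF17*, a Kruppel-like factor of the human epiblast, *DPPA5*, which encodes an RNA-binding protein of pluripotent cells, and *NANOG*, a core homeobox factor, were higher in N4+ than in primed cells and higher again in the naive line. *TBX3*, a T-box factor, was above the naive line in N4+ cells, and *DPPA3*, a maternal factor, was already higher than in primed cells in N4- cells, as were *TBX3* and *DPPA5*. *KLF17* (ENSG00000171872, chromosome 1 from 44118850 to 44135140) was at 0.321 ± 0.209 RPM in N4- cells, 1.51 ± 0.524 in N3+ cells, 10.7 ± 1.91 in N4+ cells, 39.3 ± 3.54 in P10 cells and 31.0 ± 0.416 in naive cells (SD, n = 3 each), with no reads in any of the 3 libraries of primed cells. Its log2 fold change was 1.46 (standard error 0.20, adjusted p = 3.5e-06) for naive against N4+ cells, and its adjusted p = 9.4e-13 for N4+ against primed cells. *DPPA5* (ENSG00000203909, chromosome 6 from 73353062 to 73354295) was at 0.0646 ± 0.0488 RPM in primed cells, 4.40 ± 3.91 in N4- cells, 32.2 ± 10.6 in N3+ cells, 50.4 ± 13.7 in N4+ cells and 172 ± 6.51 in naive cells (SD, n = 3 each), with 5.56 (standard error 0.34, adjusted p = 4.4e-12) for N4+ against primed and 1.78 (standard error 0.34, adjusted p = 2.2e-04) for naive against N4+ cells on the log2 scale. *NANOG* (ENSG00000111704, chromosome 12 from 7787794 to 7799141) was at 16.7 ± 1.61 RPM in primed cells, 8.30 ± 5.47 in N4- cells, 59.5 ± 12.2 in N3+ cells, 91.2 ± 5.21 in N4+ cells and 144 ± 2.86 in naive cells (SD, n = 3 each), with 2.38 (standard error 0.25, adjusted p = 1.8e-08) and 0.65 (standard error 0.25, adjusted p = 0.0354). Reads of the inducible NANOG transgene cannot be told from those of the endogenous gene. *TBX3* rose by 4.56 (standard error 0.23, adjusted p = 1.7e-13) in N4+ and 3.41 (standard error 0.23, adjusted p = 7.8e-11) in N4- against primed cells, and *DPPA3* by 6.21 (standard error 0.40, adjusted p = 9.4e-12) and 2.31 (standard error 0.40, adjusted p = 5.5e-05). In N4- against primed cells *DPPA5* changed by 2.10 and *NANOG* by -1.09, and *KLF17* did not pass the test (adjusted p = 0.149). Core pluripotency factors gave 10 higher, 3 lower and 2 not past the test of 15 measured, or 10 higher and 4 lower when adjusted over the list alone in N4+ against primed cells, *NODAL* (5.90), *UTF1* (3.66) and *DPPA2* (3.24) among the highest, with camera adjusted p = 0.0114, and adjusted p = 0.502 with an estimated correlation. In N4- against primed cells they gave 3 higher, 10 lower and 2 not past the test of 15 measured, or 3 higher and 10 lower when adjusted over the list alone, *PRDM14* (-3.11) and *TERT* (-2.35) lowest, with camera adjusted p = 0.134, and adjusted p = 0.649 with an estimated correlation. From N4+ to naive cells they gave 2 higher, 1 lower and 12 not past the test of 15 measured, or 0 higher and 1 lower when adjusted over the list alone, with *SALL4* (-0.70) lower, and camera adjusted p = 0.588, and adjusted p = 0.844 with an estimated correlation. The resetting cells of these libraries were all taken on day 10 or after passaging, so the order of these rises within the first 10 days was not measured. *NANOG* in naive against N4+ cells did not pass the test with a pseudocount of 0.1 RPM, on the deposited log2 values, without a filter, with median-of-ratios scaling or without any 1 of the 6 libraries (log2 fold change 0.58 to 0.69). *KLF17* in N4- against primed cells passed the test with a pseudocount of 0.1 RPM, on the deposited log2 values or with only the 2 groups in the fit.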

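*ZNF600*, *ZNF350* and *ZNF578*, which encode KRAB zinc finger proteins, were already higher in N4+ than in primed cells, and *ZNF219*, which encodes a zinc finger repressor, was lower. *MEG3*, an imprinted RNA, and *XIST*, the RNA of X inactivation, were called slightly higher in N4+ than in primed cells and were far higher in P10 than in N4+ cells. *ZNF729*, *ZNF208*, *ZNF736* and *ZNF676*, KRAB zinc finger genes, were higher in P10 than in N4+ cells. *MEG3* was at 3.28 ± 0.777 RPM in primed cells, 0.593 ± 0.191 in N4- cells and 1.96 ± 0.775 in N3+ cells (SD, n = 3 each), and its log2 fold change was 0.84 (standard error 0.29, adjusted p = 0.0141) for N4+ against primed and 5.34 (standard error 0.29, adjusted p = 3.5e-12) for P10 against N4+ cells. *XIST* was at 0.120 ± 0.0524 RPM in primed cells, 0.102 ± 0.0520 in N4- cells and 2.12 ± 0.522 in N min cells (SD, n = 3 each), with 0.65 (standard error 0.19, adjusted p = 0.00411) and 5.55 (standard error 0.19, adjusted p = 1.1e-15). Zinc finger genes in N4+ against primed cells gave 224 higher, 146 lower and 159 not past the test of 529, or 224 higher and 148 lower when adjusted over the list alone, with *ZNF600* (3.73), *ZNF350* (3.56), *ZNF219* (-3.26) and *ZNF578* (3.25) changing most. Camera then gave adjusted p = 0.00161, and adjusted p = 0.612 with an estimated correlation. In P10 against N4+ cells they gave 208 higher, 31 lower and 290 not past the test, or 213 and 31 over the list alone, led by *ZNF729* (5.46), *ZNF208* (5.19), *ZNF736* (5.19) and *ZNF676* (4.60), with camera adjusted p = 1.6e-10, and adjusted p = 0.303 with an estimated correlation. Imprinted genes in P10 against N4+ cells gave 17 higher, 4 lower and 9 not past the test of 30 measured, or 18 higher and 4 lower when adjusted over the list alone, *MEG9* (3.67) and *MEG8* (3.41) among the highest, with camera adjusted p = 2.6e-05, and adjusted p = 0.00173 with an estimated correlation. X-linked genes, 564 in number, had a median log2 fold change 0.297 above that of autosomal genes in P10 against N4+ cells. The difference was 0.142 in naive against N4+ and -0.288 in N4+ against primed cells, and with an estimated correlation camera passed 0.05 in the first of the 3 alone. Fibroblast genes gave 4 higher, 2 lower and 7 not past the test of 13 measured, or 4 higher and 2 lower when adjusted over the list alone in P10 against N4+ cells, with camera adjusted p = 0.773, and adjusted p = 0.910 with an estimated correlation. *COL3A1* was at 21.7, 34.6 and 5.39 RPM in P10 replicates 1, 2 and 3. *MEG3* in N4+ against primed cells did not pass the test with only the 2 groups in the fit or without N4+ replicate 2 or primed replicate 3 (log2 fold change 0.31 to 0.84).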

Through this approach, we can begin to observe the temporal sequence of molecular events that are triggered during cell resetting, thereby providing a first step toward mapping the route of PSC state transitions. Thus, our work generates an important resource of cell surface proteins in naive and primed PSCs and provides a framework for the future investigation of human pluripotency.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse anti-CD130 conjugated to PE (clone AM64)	BD Biosciences	Cat#555757; RRID: AB_396098
Mouse anti-CD130 (clone AM64)	BD Biosciences	Cat#555756; RRID: AB_396097
Mouse anti-CD229 (clone 249936)	R&D Systems	Cat#MAB1898; RRID: AB_2265877
Goat anti-CD229	R&D Systems	Cat#AF1898; RRID: AB_355043
Mouse anti-CD24 conjugated to BV650 (clone ML5)	BD Biosciences	Cat#563720; RRID: AB_2632388
Mouse anti-CD24 conjugated to BUV395 (clone ML5)	BD Biosciences	Cat#563818; RRID: AB_2632389
Mouse anti-CD24 (clone ML5)	BD Biosciences	Cat#555426; RRID: AB_395820
Goat anti-CD320	R&D Systems	Cat#AF1557; RRID: AB_2275689
Mouse anti-CD57 conjugated to BV605 (clone NK-1)	BD Biosciences	Cat#563895; RRID: AB_2632390
Mouse anti-CD57 conjugated to BV421 (clone NK-1)	BD Biosciences	Cat#563896; RRID: AB_2632391
Mouse anti-CD57 (clone NK-1)	BD Biosciences	Cat#555618; RRID: AB_395985
Mouse anti-CD7 conjugated to PE (clone 6B7)	BioLegend	Cat#343106; RRID: AB_1732011
Mouse anti-CD7 conjugated to PE-Cy7 (clone 6B7)	BioLegend	Cat#343114; RRID: AB_2563941
Mouse Anti-CD7 (clone M-T701)	BD Biosciences	Cat#555359; RRID: AB_395762
Mouse anti-CD75 conjugated to eF660 (clone LN1)	eBioscience	Cat#50-0759-42; RRID: AB_2574175
Mouse anti-CD75 (clone LN1)	Abcam	Cat#ab77676; RRID: AB_1566030
Mouse anti-CD77 conjugated to PE-CF594 (clone 5B5)	BD Biosciences	Cat#563631; RRID: AB_2632392
Mouse anti-CD77 (clone 5B5)	BD Biosciences	Cat#551352; RRID: AB_394164
Mouse anti-CD90 conjugated to BUV395 (clone 5E10)	BD Biosciences	Cat#563804; RRID: AB_2632398
Mouse anti-CD90 conjugated to PE-Cy7 (clone 5E10)	BD Biosciences	Cat#561558; RRID: AB_10714644
Mouse anti-CD90 (clone 5E10)	BD Biosciences	Cat#555593; RRID: AB_395967
Rat anti-mouse CD90.2 conjugated to APC-Cy7 (clone 30-H12)	BioLegend	Cat#105328; RRID: AB_10613293
Mouse anti-HLA-ABC conjugated to BV711 (clone G46-2.6)	BD Biosciences	Cat#565333; RRID: AB_2632393
Mouse anti-HLA-ABC (clone G46-2.6)	BD Biosciences	Cat#555551; RRID: AB_395934
Rabbit anti-KLF17	Atlas Antibodies	Cat#HPA024629; RRID: AB_1668927
Goat anti-KLF4	R&D Systems	Cat#AF3158; RRID: AB_2130245
Rabbit anti-NANOG	Abcam	Cat#ab21624; RRID: AB_446437
Rabbit anti-NANOG	ReproCELL	Cat#RCAB0004P-F; RRID: AB_1560380
Mouse anti-POU5F1 (clone C-10)	Santa Cruz	Cat#sc5279; RRID: AB_628051
Mouse anti-SOX2 (clone 245610)	R&D Systems	Cat#MAB2018; RRID: AB_358009
Mouse Anti-SSEA4 (clone MC-813-70)	R&D Systems	Cat#MAB1435; RRID: AB_357704
Goat Anti-TFCP2L1	R&D Systems	Cat#AF5726; RRID: AB_2202564
Mouse anti-β-ACTIN (clone AC-15)	Sigma-Aldrich	Cat#A5441; RRID: AB_476744

**Biological Samples**		

Human embryos at embryonic day 2 or 4	Karolinska University Hospital, Huddinge, Sweden	N/A
Human embryos at embryonic day 2 or 4	Carl von Linné Clinic, Uppsala, Sweden	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

Recombinant human LIF	Millipore	Cat#LIF1050
Recombinant human LIF	WT-MRC Cambridge Stem Cell Institute	N/A
Recombinant Activin A	R&D Systems	Cat#338-AC
Recombinant human bFGF	R&D Systems	Cat#234-FSE-025/CF
PD0325901	Sigma-Aldrich	Cat#PZ0162; CAS: 391210-10-9
PD0325901	WT-MRC Cambridge Stem Cell Institute	CAS: 391210-10-9
WH-4-023	A Chemtek	Cat#0104-002013; CAS: 837422-57-8
IM-12	Sigma-Aldrich	Cat#SML0084; CAS: 1129660-05-1
SB590885	Sigma-Aldrich	Cat#SML0501; CAS: 405554-55-4
Y-27632	Millipore	Cat#688000; CAS: 146986-50-7
CHIR99021	WT-MRC Cambridge Stem Cell Institute	CAS: 252917-06-9
Gö6983	Tocris	Cat#2285; CAS: 133053-19-7

**Critical Commercial Assays**		

BD Lyoplate Human Cell Surface Marker Screening Panel	BD Biosciences	Cat#560747
LEGENDScreen Human Cell Screening Kit	BioLegend	Cat#700001

**Deposited Data**		

RNA-seq data deposited to Gene Expression Omnibus	This paper	GEO: GSE93241
Human reference genome NCBI build 38, GRCh38	Genome Reference Consortium	http://www.ncbi.nlm.nih.gov/projects/genome/assembly/grc/human/
RNA-sequencing data used for calling concordant expression between gene and protein levels (related to Figure S2 and Table S1)	Takashima et al., 2014	ArrayExpress: E-MTAB-2857
Primate transcriptional data from Gene Expression Omnibus (related to Figure S2E)	Nakamura et al., 2016	GEO: GSE74767
Positions of heterozygous SNPs on the X-chromosome of H9 cells (related to Figure 7)	Provided by Celine Vallot; Vallot et al., 2015	N/A

**Experimental Models: Cell Lines**		

WA09/H9 primed PSCs	WiCell	WA09
WA09/H9 NK2 naive and primed PSCs	Laboratory of Austin Smith; Takashima et al., 2014	N/A
WA09/H9 FiPS naive and primed PSCs	Laboratory of Austin Smith; Takashima et al., 2014	N/A
WIBR3 naive and primed PSCs	Laboratory of Rudolph Jaenisch; Theunissen et al., 2014	N/A

**Recombinant DNA**		

piggyBac transposon vector	Zhang et al., 2015	N/A
piggyBac EGFP transposase vector	Zhang et al., 2015	N/A

**Sequence-Based Reagents**		

For primer sequences, please see Table S6		
NEBNext Ultra RNA Library Prep Kit	NEB	E7530
Poly(A) mRNA Magnetic Isolation Module	NEB	E7490

**Software and Algorithms**		

FlowJo V10.1	FlowJo LLC	https://www.flowjo.com/solutions/flowjo
FlowAI V1.2.4	Monaco et al., 2016	https://www.bioconductor.org/packages/release/bioc/html/flowAI.html
FlowSOM V1.2.0	Van Gassen et al., 2015	https://www.bioconductor.org/packages/release/bioc/html/FlowSOM.html
HISAT 2.0.5	Kim et al., 2015	https://ccb.jhu.edu/software/hisat2/index.shtml
Seqmonk v36.0	Babraham Institute, Bioinformatics	http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/
DESeq2	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
ImageJ	ImageJ	https://imagej.nih.gov/ij/
Ensembl Genome Browser v70	Aken et al., 2017	http://www.ensembl.org/index.html
Trim Galore v0.4.2	Babraham Institute, Bioinformatics	http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/
Samtools	Li et al., 2009	http://samtools.sourceforge.net/
SNPsplit v0.3.1	Krueger and Andrews, 2016	https://github.com/FelixKrueger/SNPsplit
AmiGO 2	Carbon et al., 2009	http://amigo.geneontology.org/amigo
GraphPad Prism 7	GraphPad Software	https://www.graphpad.com/

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Fredrik Lanner ().

### Experimental Model and Subject Details

#### Cell lines

WA09/H9 primed cells were obtained from WiCell. WA09/H9 NK2 and FiPS naive and primed PSCs were kindly provided by Austin Smith (Takashima et al., 2014) with permission from WiCell. Naive and primed WIBR3 PSCs were kindly provided by Rudolph Jaenisch (Theunissen et al., 2014). All PSCs were cultured in 5% O_2_, 5% CO_2_ at 37°C.

#### Embryos

Human embryos were obtained from the Karolinska University Hospital, Huddinge and from the Carl von Linné Clinic, Uppsala, either frozen at embryonic day (E) 2 or from preimplantation genetic diagnosis testing at E4, with informed consent from donating couple and with ethical approval for these experiments to F.L. from the Regional Ethics Board, Stockholm (2012/1765-31/1). Frozen embryos were thawed with ThawKit Cleave (Vitrolife) into G-1 Plus medium (Vitrolife) covered with Ovoil (Vitrolife) and from E3 embryos were cultured in G-2 Plus medium until E6-7 in 5% O_2_, 5% CO_2_ at 37°C.

### Method Details

#### Cell culture

Primed PSCs were maintained in DMEM/F12, 20% Knockout Serum Replacement, 1% nonessential amino acids, 2mM GlutaMAX, 50 U/ml and 50 μg/ml penicillin-streptomycin (all from ThermoFisher Scientific), 0.1mM β-mercaptoethanol (Millipore), and 4–8ng/ml basic fibroblast growth factor (bFGF; R&D Systems) on irradiated mouse embryonic fibroblasts (MEF) seeded at a density of 1x10^6^ cells per 6-well plate. Cells were passaged by 5min incubation with 200U/ml Collagenase type IV (ThermoFisher Scientific). For feeder-free culture, primed PSCs were transferred onto Vitronectin-coated plates (0.5μg/cm^2^; ThermoFisher Scientific) in complete TeSR-E8 or mTeSR1 medium (StemCell Technologies). Cells were passaged by 6min incubation at room temperature with Gentle Cell Dissociation Reagent (StemCell Technologies).

Naive PSCs cultured in 5i/L/FA and 5i/L/A conditions were maintained as previously described (Theunissen et al., 2014, Theunissen et al., 2016) in 1:1 mixture of DMEM/F12 and Neurobasal, 1x N2-supplement, 1x B27-supplement, 1% nonessential amino acids, 2mM GlutaMAX, 50 U/ml and 50 μg/ml penicillin-streptomycin (all from ThermoFisher Scientific), 0.1mM β-mercaptoethanol (Millipore), 50 μg/ml bovine serum albumin (Sigma), 0.5% Knockout Serum Replacement, 20ng/ml recombinant human LIF (Millipore), 20ng/ml Activin A (R&D Systems), 8ng/ml bFGF (omitted in 5i/L/A conditions), 1 μM PD0325901 (Sigma), 1 μM IM-12 (Sigma), 1 μM WH-4-023 (A Chemtek), 0.5 μM SB590885 (Sigma), 10 μM Y-27632 (Millipore) on a MEF-layer seeded at a density of 2x10^6^ cells per 6-well plate. Cells were passaged with 5min incubation with Accutase (ThermoFisher Scientific). Naive PSCs cultured in t2i/L+PKCi conditions were maintained as previously described (Takashima et al., 2014) in a 1:1 mixture of DMEM/F12 and Neurobasal, 0.5x N2-supplement, 0.5x B27-supplement, 1x nonessential amino acids, 2mM L-Glutamine, 1x Penicillin/Streptomycin (all from ThermoFisher Scientific), 0.1mM β-mercaptoethanol (Sigma-Aldrich), 1 μM PD0325901, 1 μM CHIR99021, 20ng/ml human LIF (all from WT-MRC Cambridge Stem Cell Institute) and 2 μM Gö6983 (PKCi; Tocris) on a MEF-layer seeded at a density of 2x10^6^ cells per 6-well plate. For feeder-free culture, t2i/L+PKCi naive PSCs were cultured on Matrigel–coated plates (Corning).

For conversion to 5i/L/FA and 5i/L/A naive PSCs, primed PSCs were dissociated into single cells with Accutase and 2x10^5^ cells per 6-well were plated in primed PSC media with 10 μM Y-27632 onto MEF seeded at a density of 2x10^6^ cells per 6-well plate. The following day, media was changed to 5i/L/FA or 5i/L/A media. Dome-shaped naive colonies could be seen as early as four days after plating, and cells were passaged with Accutase on day 6 for 5i/L/A cells, and on day 10 for 5i/L/FA cells.

For conversion to t2i/L+PKCi naive PSCs, primed H9 NK2 PSCs were dissociated into single cells with Accutase and 2x10^5^ cells per 6-well were plated in primed PSC media with 10 μM Y-27632 onto MEF seeded at a density of 2x10^6^ cells per 6-well plate. The following day (day 1), media was changed to primed PSC media with 1 μg/ml doxycycline (DOX). On Day 2, media was changed for 2i/L+DOX media and replaced daily until day 8 where media was changed to t2i/L+PKCi. Cells were passaged using Accutase on day 3 (1:5 ratio) and day 7 (1:3 ratio).

Conversion of primed H9 NK2 PSCs to naive-like PSCs in RSeT media was achieved following the manufacturer’s manual (StemCell Technologies). This media formation is based on a bFGF– and TGFβ–free version of NHSM (Gafni et al., 2013). Cells were assayed after 4 passages in RSeT conditions.

For transition to primed PSCs, 5i/L/FA-cultured naive PSCs were dissociated into single cells with Accutase and 2x10^5^ cells per 6-well were plated in 5i/L/FA naive PSC media onto MEF seeded at a density of 1x10^6^ cells per 6-well plate. The following day, media was changed to primed PSC media. Flat primed PSC colonies could be seen as early as four days after plating and cells were passaged around 10 days after plating using Collagenase type IV. For transition to primed PSCs, t2i/L+PKCi-cultured naive PSCs maintained in feeder-free conditions were dissociated into single cells with Accutase, and 2x10^5^ cells per 6-well were plated in t2i/L+PKCi naive PSC media onto Matrigel-coated 6-well plates. Two days later (day 0), media was changed to complete mTeSR1 medium. Cells were passaged on day 4 using Accutase for the first passage, and Collagenase type IV for subsequent passages.

#### GFP transfection

For establishing stable GFP expressing cells, primed H9 PSCs were cultured on plates coated with human PSC-qualified Matrigel in mTeSR1 medium. Cells were co-transfected in a 6-well format with 2.5 μg *piggyBac* transposon and 2.5 μg *EGFP transposase* vectors (Zhang et al., 2015) using 10 μL Lipofectamine LTX (ThermoFisher Scientific) and 5 μL PLUS reagent (ThermoFisher Scientific) according to the manufacturer’s instructions. 48h after transfection, selection with 1 μg/ml puromycin (ThermoFisher Scientific) was started for a 6-day period. Transfected cells were transferred back onto MEFs and maintained in primed PSC culture conditions or converted into 5i/L/FA naive PSCs.

#### Cell-surface marker screening

Antibody screening was performed on H9 PSCs cultured on feeders and feeder-free, with naive-state PSCs cultured in two different conditions: 5i/L/FA and t2i/L+PKCi.

For 5i/L/FA cells, GFP-expressing primed and naive PSCs were dissociated into single cells with Accutase and passed through 40 μm cell strainer (BD Biosciences). For barcoding, primed PSCs were washed with PBS and the cell concentration was adjusted to 1x10^6^ cells/ml in prewarmed (37°C) PBS. CellTrace Violet (ThermoFisher Scientific) was added to the cell suspension to obtain 5 μM solution and cells were incubated for 20min in a 37°C water bath, protected from light. Cells were washed 3x with buffer (2% FBS in PBS) and centrifugation at 300xg for 5min. 5i/L/FA-cultured naive PSCs and barcoded primed PSCs were combined at a 1:1 ratio (3.5x10^6^ cells each in 28ml buffer). 100 μL of cell mixture was aliquoted into V-bottom 96-well plates (BD Falcon) and 20 μL of reconstituted antibodies were added to wells from Human Cell Surface Marker Lyoplates (BD Biosciences 560747) and incubated for 20min on ice. Cells were washed 2x with buffer and centrifuged at 300xg for 5min. Secondary antibodies conjugated to Alexa Fluor 647 and diluted 1:200 with buffer were applied to the cells and incubated for 20min on ice. Cells were washed 2x with buffer and centrifuged at 300xg for 5min. Cells were resuspended in buffer with 1:200 7-AAD (BD Biosciences) and analyzed with BD LSRFortessa cell analyzer (BD Biosciences).

For t2i/L+PKCi cells, primed and naive PSCs were maintained in feeder-free conditions and dissociated into single cells with Accutase. Cells were washed with either primed or naive PSC media, collected by centrifugation at 300xg 5min and resuspended in Cell Staining Buffer (BioLegend). Cells were passed through a 30 μm cell strainer (Sysmex) and the cell concentration was adjusted to ∼1.8x10^6^ cells/ml with a total volume of 30ml. 75 μL containing 1.5x10^5^ cells was aliquoted into each well of LEGENDScreen Human Cell Screening 96-well plates (BioLegend 700001), containing 25 μL reconstituted PE-conjugated antibody. Plates were incubated for 30 min at 4°C protected from light. Plates were washed 2x with 200 μL Cell Staining Buffer per well, before final resuspension in 160 μL Cell Staining Buffer containing 1 μg/ml DAPI. Cells were analyzed using a BD LSRFortessa cell analyzer (BD Biosciences). The antibody screen was performed in biological duplicate for naive and primed PSCs.

#### Flow cytometry

Primed and naive PSCs were dissociated into single cells with Accutase, washed and passed through 30-40 μm cell strainers. Conjugated antibodies were mixed with 50 μL Brilliant stain buffer (BD Biosciences) and applied to 50-100 μL of cells (2-5x10^5^ cells per reaction). Cells were incubated for 30min at 4°C in the dark and washed 2x with buffer (2% FBS in PBS) and centrifuged at 300xg for 5min. Cells were resuspended in buffer with 7-AAD (BD Biosciences) or DAPI (Sigma) and analyzed with a BD LSRFortessa cell analyzer (BD Biosciences) or a BD FACSAria Fusion for cell sorting. Single-stained cells or OneComp eBeads (eBioscience) were used for compensation calculations. Unstained cells, GFP-expressing cells with 7-AAD, and Fluorescence Minus One (FMO) controls were used in cytometer and gating set up. Data was analyzed using FlowJo V10.1 software (FlowJo, LLC). Antibody details can be found in Table S4.

Cell sorting was performed on day 10 transitioning cells. We noticed that the PKCi Gö6983 produces a strong autofluorescent signal, therefore, unstained H9 NK2 naive-state PSCs were used to setup the flow cytometer when sorting H9 NK2 transitioning cells in order to provide a comparable fluorescence signal. Cells for continued culture were sorted directly into t2i/L+PKCi plus Y-27632. Cells were cultured in the presence of Y-27632 for 12-24hr, and then media was replaced with t2i/L+PKCi. As there is no PKCi-mediated autofluorescent signal in WIBR3 cultures, unstained WIBR3 primed-state PSCs were used to setup the flow cytometer when sorting WIBR3 transitioning cells. Day 10 WIBR3 cells for continued culture were initially sorted into 5i/L/A media. Cell viability was fine, but we noticed that cells failed to expand in number upon subsequent passages. We therefore sorted WIBR3 cells into 5i/L/FA media, which helped but failed to completely resolve this issue. In the end, we found that performing two-third media changes substantially enhanced cell number expansion. Based on this, we recommend that WIBR3 day 10 cells are sorted directly into 5i/L/FA media, and after two passages, switch the media to 5i/L/A for continued culture using two-third media changes.

Table S5 shows information related to the setup of the flow cytometers including details of lasers, filters and fluorochromes.

#### FlowSOM analysis

FCS files were run through FlowAI V1.2.4, a quality control package that filters events affected by technical variation, such as abrupt flow rate fluctuations (Monaco et al., 2016). Gating was performed in FlowJo V.10.1 (FlowJo, LLC). Subsequent analysis was performed using FlowSOM (V1.2.0), an R bioconductor package that uses self-organizing maps for dimensional reduction visualization of flow cytometry data (Van Gassen et al., 2015). All data was scaled and logicle transformed on import. Cells were assigned to a Self-Organizing Map (SOM) with a 10x10 grid, which groups similar cells into 100 clusters. To visualize similar clusters a minimal spanning tree (MST) was constructed and cell counts were log scaled.

For the time course experiments, live-human-gated cell populations from each day were exported. To account for cell number variation, an equal number of cells were exported for each time point. The same analysis was performed for the comparison of naive and primed PSCs. For the analysis of cell sorted samples, the N4+, N3+ and N4- populations were additionally exported and visualized on the minimal spanning tree (MST) constructed using all live human cells.

#### Immunofluorescent microscopy

Cells were fixed with 4% formaldehyde (Polysciences) for 15min and permeabilized with 0.3% Triton X-100 (Sigma) in PBS for 10min. Cells were blocked with 5% donkey serum (Abcam), 1% BSA, and 0.1% Tween-20 (Sigma) in PBS for 1h. Primary antibodies were applied for overnight at 4°C. Cells were washed with 0.1% BSA, and 0.1% Tween-20 in PBS and secondary antibodies were applied for 1h. Primary and secondary antibodies were diluted in 1% donkey serum, 0.1% BSA, and 0.1% Tween-20 in PBS. DNA was counterstained with 1 μg/ml Hoechst 33342 (ThermoFisher Scientific) for 15min.

Human embryos were fixed with 4% formaldehyde for 15min and permeabilized with 0.3% Triton X-100 in PBS for 10min. Blocking was performed overnight at 4°C in 4% FBS (ThermoFisher Scientific) and 0.1% Tween 20 in PBS. Embryos were incubated with primary antibodies overnight at 4°C in blocking buffer, followed by 3x 5min washes in blocking buffer. Embryos were incubated with secondary antibodies overnight at 4°C in blocking buffer, followed by 3x 5min washes in blocking buffer, and 20min incubation with 1 μg/ml Hoechst 33342. Embryos were mounted in blocking buffer between two coverslips using Secure-Seal adhesive spacers (ThermoFisher Scientific).

Images were collected on a Zeiss LSM710-NLO point scanning confocal microscope with a 20x water immersion objective, and on a NIKON A1-R confocal microscope with a 40x oil objective. Z stack images were processed with ImageJ (https://imagej.nih.gov/ij/). Antibody details can be found in Table S4.

#### Western blotting

Whole cell lysates were extracted in RIPA buffer (Sigma) with 1x cOmplete Mini EDTA-free Protease Inhibitor Cocktail (Roche). Proteins were separated by electrophoresis using 12% SDS-polyacrylamide gels and transferred to 0.45 μM PVDF membranes (Amersham Hybond). Membranes were blocked for > 3h in TBS-T 5% milk and hybridized to primary antibody overnight at 4°C. Membranes were washed 3x for 10min in TBS-Tween 5% milk at room temperature then incubated for 1h at room temperature with secondary antibodies HRP-conjugated goat-anti-mouse, goat-anti-rabbit (1:5,000, Bio-Rad) or donkey-anti-goat (1:2,500, Jackson ImmunoResearch) immunoglobulins. Detection was performed using Clarity Western ECL reagent (Bio-Rad). Primary antibodies: TFCP2L1 (1:500, R&D Systems AF5726); KLF17 (1:200, Atlas Antibodies HPA024629); POU5F1 (1:500, Santa Cruz sc5279); β-ACTIN (1:1000, Sigma A5441).

#### qPCR

For data in Figure S1, RNA was extracted using the RNeasy Mini Kit (QIAGEN), and 1 μg RNA was reverse transcribed using SuperScript III (ThermoFisher Scientific) followed by quantitative PCR with Taqman universal master mix and Taqman assays (ThermoFisher Scientific) using the StepOnePlus Real-Time PCR System (ThermoFisher Scientific). For data in Figure 6, cells isolated by cells sorting went directly into TRIzol LS Reagent (ThermoFisher Scientific) and total RNA was extracted. RNA (1 μg) was reverse transcribed using the QuantiTect Reverse Transcription Kit (QIAGEN), and quantitative PCR was performed using JumpStart Sybr Green (Sigma). RNA from three or four biological replicates were used for each condition. For primer information, see Table S6.

#### RNA-sequencing

For RNA-sequencing, indexed libraries were constructed from ∼500ng total RNA using the NEBNext Ultra RNA Library Prep Kit for Illumina with the Poly(A) mRNA Magnetic Isolation Module (NEB). Library fragment size and concentration was determined using an Agilent Bioanalyzer 2100 and KAPA Library Quantification Kit (KAPA Biosystems). Samples were sequenced on an Illumina NextSeq 500 instrument as 150bp single-end libraries at the Babraham Institute Sequencing Facility.

RNA-sequencing reads were trimmed using trim galore v0.4.2 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) using default parameters to remove the standard Illumina adaptor sequence. Reads were mapped to the human GRCh38 genome assembly using HISAT 2.0.5 (Kim et al., 2015) guided by the gene models from the Ensembl v70 release (Aken et al., 2017). Samtools (Li et al., 2009) was used to convert to BAM files that were imported to Seqmonk v36.0 (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). Raw read counts per transcript were calculated using the RNA-sequencing quantitation pipeline on the Ensembl v70 gene set using directional counts. Biological replicates were merged and differentially expressed genes were determined using DESeq2 (Love et al., 2014). Regularised log transformation was applied prior to visualization to correct for library size and variance among counts. PCA was performed using the top 1000 most variable genes across experimental condition. The first and second principal components were plotted. Gene Ontology (GO) analysis for genes differentially expressed between N4+ and established naive PSCs was performed using AmiGO 2 (Carbon et al., 2009) with default settings.

#### Transposable element analysis

To analyze the expression of transposable elements, probes were generated in SeqMonk over the locations of hg38 repeats and then filtered to remove those which were within 2kb of a gene. Raw counts for all of the reads that overlapped with the final probe set were exported and collated to generate counts for each class of repeat. Reads were globally normalized per million reads. Samples containing > 3% reads outside of genes were discarded due to potential DNA contamination that could mask the quantification of transposable elements. PCA was performed using the count data for repeat classes containing a minimum of 20 total reads across the samples. The first and second principal components were plotted using the top 1000 most variable transposable elements across experimental condition.

#### Quantification of X-linked genes

To analyze allele-specific expression of X-linked genes, an N-masked genome was generated using the positions of heterozygous SNPs on the X chromosome of H9 cells (coordinates kindly provided by Celine Vallot (Vallot et al., 2015). RNA-sequencing reads were trimmed using trim galore v0.4.2 and aligned to the N-masked genome using HISAT2 (default settings but without soft-clipping). The mapped data was sorted into allele-specific reads using SNPsplit (v0.3.1, default parameters, single-end) (Krueger and Andrews, 2016). Genome1/genome2 reads, which corresponded to reads carrying either of the two SNPs, were imported into SeqMonk. Probes were designed over informative SNP annotations (provided by Celine Vallot) and quantified in SeqMonk using linear read counts. Read counts were exported as ‘Feature Report’ and annotated by gene name. Replicate samples were merged. Transcripts with fewer than 10 informative reads were classified as ‘not expressed’. Transcripts were classified as biallelic when 25%–75% reads originated from the minor allele (i.e., allelic ratio of 3:1).

### Quantification and Statistical Analysis

#### qPCR analysis

Relative quantity was calculated with 2^-ΔΔCt^ using the average value of housekeeping genes *GAPDH* and *RPLPO* (data in Figure S1D) or *GAPDH* and *HMBS* (data in Figure 6C) for ΔCt and the value of primed PSCs for ΔΔCt. Data are presented as mean ± s.d. of 3 or 4 biological replicates. Statistical analysis was done using an ANOVA with Dunnett’s multiple comparison test (GraphPad Prism 7). Significance was accepted with p < 0.05 (^∗^), p < 0.005 (^∗∗^), p < 0.0005 (^∗∗∗^). Statistical details are described in Figure legends.

#### Colony formation assay

In Figure 6D, data are presented as mean ± s.d. of 3 or 4 biological replicates. Statistical analysis was done using an ANOVA with Dunnett’s multiple comparison test (GraphPad Prism 7). Significance was accepted with p < 0.05 (^∗^), p < 0.005 (^∗∗^), p < 0.0005 (^∗∗∗^). Statistical details are described in Figure legends.

#### RNA-sequencing bioinformatics

Differentially expressed genes were identified using DESeq2 with a cut-off of p < 0.05 after multiple testing correction and without independent filtering. For GO analysis, corrected *p-value*s were calculated using a modified Fisher’s exact test followed by Bonferroni’s multiple comparison test. Statistical details are described in Method Details and Figure legends.

### Data and Software Availability

The accession number for the RNA-seq data reported in this paper is GEO: GSE93241.

## Author Contributions

Conceptualization, F.L. and P.J.R.G.; Investigation, S.P.P. and A.J.C. with assistance from A.P.R., J.P.S., and S.P.; Methodology, S.P.P., A.J.C., I.D., and R.W.; Formal Analysis, P.C.; Supervision, F.L., P.J.R.G., and A.E.C.; Writing – Original Draft, A.J.C., S.P.P., F.L., and P.J.R.G.; Writing – Review and Editing, all authors; Funding Acquisition, F.L and P.J.R.G. We consider J.P.S. and P.C. to have contributed equally to this work.

How the deposited data were processed for this re-analysis (not part of the article)

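Gene expression was measured by RNA sequencing in 24 libraries of H9 cells: 3 each of the N4-, N3+, N4+ and N min cells sorted on day 10 of primed-to-naive resetting, of N4+ cells kept for 5 and for 10 passages in naive medium (P5 and P10), and of the established naive and primed lines. The authors trimmed the reads with Trim Galore 0.4.2, aligned them to GRCh38 with HISAT2 2.0.5, counted reads per gene in SeqMonk, as directional counts by the paper's account, and tested the counts with DESeq2. The deposited gene table holds, per library, the log2 of RPM that the authors computed, and it was tested on that scale, as set before the files were opened. In each column a gene without reads is listed at 0.9 of the value of 1 read. Whole read numbers can be recovered from the values but were not tested as counts here. The step between the lowest values gives the depth, 16.58 to 31.42 M reads per library, of which 9.21 to 16.43 M fell in genes, so a gene at 1 RPM rests on about as many reads as its library has M reads. P10 replicate 2 listed 2157 genes without reads and the other libraries 3063 to 4868. Of 20964 lines, 2 had no gene ID and 78 repeated one and were dropped. The other 20884 genes were used, with 28 symbols restored that a spreadsheet had turned into dates. All 24 value columns were mapped to a library by population and replicate number, and 0 were not mapped. As a check of the genome build, 20683 of 20696 genes with an ID in GENCODE v44 overlapped their GRCh38 position (99.9%).

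RPM values were used as log2(RPM + 1), and the 14993 genes with at least 1 RPM in 3 libraries were kept. All 8 groups entered a single limma fit (limma 3.58.1 in R 4.3.3) with a mean-variance trend, without a replicate block, and 11 contrasts were taken from it. A gene counts as higher or lower at a Benjamini-Hochberg adjusted p under 0.05, with the number past a 2-fold change given beside it. Principal components and distances use the 1000 most variable genes, centred but not scaled. Lists of known genes for lineages, pathways and cell states were written before the gene table was examined. They drew on general knowledge and on the paper, which reports these same libraries. The lists are thus not an independent check of the paper's results. Each is given as counts of genes past the test, over all genes and adjusted within the list, with camera at a preset correlation of 0.01 and with an estimated correlation. Zinc finger genes are those whose symbol is ZNF or ZFP followed by a number, tested by Fisher's exact test and by camera. Genes named in the text are those that the paper names, the 10 largest changes per direction for naive against N4+ and N4- against primed cells and the 5 largest for other comparisons among genes whose libraries do not overlap, and up to 4 leading members of each list, of which some are not reported here. The values in Tables S1 to S3 had been seen before this rule was written.

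Repeat classes come from Table S3, for which the authors counted reads over repeats away from genes in 20 of the 24 libraries, leaving out 4 libraries with many reads outside genes. The paper gives potential DNA contamination as the reason. These 4 libraries, N4- replicate 3, N3+ replicate 3, N min replicate 1 and P10 replicate 2, stayed in the main gene tests. An alternative fit left them out. The repeat counts were turned into CPM over the column total and used as log2(CPM + 1) in limma, and all 1805 classes had the required 20 reads in all.

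Replicates of a group correlated at 0.9798 to 0.995, and libraries of different groups at 0.8641 to 0.9919. Neither the labels nor the paper says that replicate numbers mark a shared day or culture. In the data, N3+ and N4+ libraries of the same number deviated together from their group means (r of 0.2545, 0.4473 and 0.2792), each of the 6 libraries correlating best with its own number. These numbers may therefore mark pairs in that comparison, but no paired test of these groups was run. The main fit has no replicate block, and the block alternative gives each number a single effect shared by all 8 groups.

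The tests were run on simulated data in which each gene had a single spread, taken from the real libraries over all groups. Of 100 genes changed by a log2 of 1, 90 were called, and of 100 changed by a log2 of 2, 99, with 14 false calls among all others. For repeat classes 34 and 81 of 100 were called, with 4 false calls. A planted list of 20 genes was called by camera and 0 of 20 other lists. Each gene was simulated independently, so this does not test camera on lists whose genes are correlated. Real groups differ in spread, with first component scores of genes at an SD of 0.2 in naive and 11.8 in P10 libraries. The calls were thus not tested under unequal spread.

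As alternatives, a pseudocount of 0.1, the deposited log2 values without a pseudocount, no filter and a filter at 5 RPM, median-of-ratios scaling, a fit of only the 2 groups compared, a replicate block, the 2-fold threshold, other numbers of variable genes, unit variance, a filter at 200 reads for repeat classes, removal of simple repeats, fry instead of camera, and leaving out libraries were run. Ontology terms, the rlog values and the DESeq2 fits of the paper were not computed here. Allele-specific reads, the antibody screen of Table S1 and the RT-qPCR were not analysed here. Of the genes named by the paper 1, ZFP229, is missing from the gene table.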

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

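Of the tests in this part, those of parts of chromosomes with the 6 parts of chromosome 14, of shuffled gene orders, of differences between libraries and of the sources of fibroblast transcripts were chosen only after the result was seen, as were the limits of the regions, while the tests of copies of chromosome 14 by its 3 parts and of GC content were set beforehand.

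The paper does not report expression by chromosome, and the 10p, chromosome 5, 14 and 15 values below were singled out because genes outside those it discusses differ between the naive line and P5 and P10 cells together, by more than P5 and P10 cells differ. Among 10127 genes with a mean log2 level of at least 3, the 91 genes of the short arm of chromosome 10 had a median log2 difference of -0.565 in the naive line (98.9% lower). Genes of chromosome 14 before 45 Mb stood at 0.397 (100 genes), those from 50 to 64 Mb at 0.018 (56) and those after 65 Mb at 0.37 (162). Genes of chromosome 15 after 69 Mb stood at -0.316 (139 genes) and the rest of that chromosome at -0.052. The lowest window of 25 neighbouring genes, most of them clustered protocadherins, of which the alpha and gamma genes share exons, lay on chromosome 5 from 140698680 to 141512981, at -0.911, and at -4.062 against N4- and -3.626 against primed cells.

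Runs of neighbouring genes were shifted in the naive line against P5 and P10 cells: 29 of 393 windows lay beyond a median of 0.25, against 0 between P5 and P10 cells and 5 between N4+ and N min cells. These last pairs are of closely related cells, and no pair of more distant groups without the naive line was counted. The counts thus do not show that such runs are particular to the naive line. A chance order of the genes is argued against, since 0 of 1000 shuffled orders gave as many (highest 11). For chromosome 14 alone, GC content, gene length and level are argued against, since a fit on them left a median of 0.315. Differences between libraries are too, the lowest naive library lying 0.294 above the highest P5 or P10 library there. That chromosome was, however, singled out in these same libraries. Shifted runs on the other autosomes were not put to either test. The preset test of more copies of chromosome 14 came out as such copies would give, the lowest of its 3 equal parts standing at 0.158 (interval 0.079 to 0.256), above the preset bound of 0.15. The intervals in this paragraph resample genes as if independent, so they leave out the spread between libraries and cultures. Of 6 equal parts, a division added after the 3 were seen, 1 stood at 0.006 (interval -0.072 to 0.092). Against P5 and P10 cells this argues against a gain of one size over the whole chromosome and leaves more copies of most of it open. But genes from 50 to 64 Mb stood at 0.26 against N3+ (0.127 to 0.394), 0.261 against N min (0.165 to 0.391) and 0.132 against N4+ cells (0.048 to 0.264). They stood at 0.091 against N4- (-0.097 to 0.359) and 0.143 against primed cells (-0.019 to 0.229). Whether this part shares the gain thus depends on the group compared. A candidate explanation is gains and losses of parts of chromosomes in the naive cells, since the short arm of chromosome 10 was lower in the naive line than in each of the other 7 groups, by -0.487 against the nearest. Without DNA of these cells, and without several naive cultures, this stays open against regional regulation in naive cells.

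Fibroblast genes, a list the paper does not discuss, were singled out for their median log2 fold change against the naive line of 1.95 in P5 and 0.84 in P10. Of 13 measured, 2 did not pass the test in P5 and 4 in P10, and camera with an estimated correlation gave an adjusted p = 0.717 and 0.579. In P5 cells FN1 was at 167 ± 82.0, COL1A2 at 61.6 ± 40.3, COL3A1 at 61.5 ± 37.8 and COL5A1 at 56.9 ± 33.5 RPM, against 47.3 ± 4.37, 1.00 ± 0.179, 0.831 ± 0.673 and 8.95 ± 1.14 in the naive line (SD, n = 3 each). COL3A1 was at 82.0, 84.6 and 17.9 RPM in the 3 P5 libraries. Of the 14 genes, 5 reach 1 RPM in the naive line, 6 in N4+, 13 in N4- and 12 in primed cells, and 1 is in another list. In N4+ cells, from which P5 and P10 cells were grown, FN1 was at 217 ± 33.8, COL1A2 at 42.7 ± 7.68 and COL5A1 at 34.5 ± 9.17 RPM. COL3A1 was at 0.936 ± 0.668 RPM there (SD, n = 3 each). For FN1, COL1A2 and COL5A1 the difference from the naive line was thus already present on day 10.

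Human cells of the N4- kind left in the P5 cultures are argued against as the whole source: the fibroblast genes ask for 28.1% of such cells and the primed genes for 2.93%, a ratio of 9.57. For primed cells the shares were 42.2 and 1.83%, a ratio of 23.1. In P10 cells the shares were 12.7 and 5.78% for N4- cells and 17.4 and 3.60% for primed cells. Reads of mouse feeder cells that align to human genes cannot be told apart from human ones here, since 0 libraries could be searched for mouse sequence, and a sort on the mouse CD90.2 of the panel would remove such cells. They may be the source, as may a mesenchymal change of the passaged cells themselves, which was not tested. Neither was weighed against the levels that N4+ cells already had.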

How the results depend on the processing

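The alternatives for the chromosome 14 and X arm differences were chosen only after these results were seen. Every other alternative in this part was set before the gene table was examined, when the values in Tables S1 to S3 had been seen.

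Asking for a 2-fold change left, as higher and lower genes, 900 and 1018 for naive against N4+, 1935 and 3579 for naive against primed, 987 and 1518 for N4- against primed, 1356 and 3221 for N4+ against primed, 807 and 116 for N3+ against N4+, 225 and 36 for N min against N4+, 553 and 32 for P5 against naive, 657 and 157 for P10 against naive, 781 and 410 for P10 against N4+, 2977 and 2268 for N4- against naive, 1811 and 1040 for N3+ against naive cells. Without a filter on low values 5425 genes were higher in N4- than in primed cells. With only the 2 groups in the fit the counts were 1375 and 447 for N3+ against N4+, 353 and 153 for N min against N4+ and 3296 and 4582 for P5 against naive cells. Without the 4 libraries that the paper left out of its repeat analysis they were 1637 and 1480 for N min against N4+ cells, and 2751 genes were lower in P5 than in naive cells. The ratio of the distance of N4- cells to naive over primed cells was 1.748 with all filtered genes, against 2.46. With median-of-ratios scaling 235 repeat classes were lower in naive than in N4+ cells, 254 and 204 were higher and lower in N4+ than in primed cells, and 62 were lower in P5 than in naive cells. Without simple repeats 45 classes were lower in P5 and 41 in P10 than in naive cells. On the first component of repeat classes N min cells lay at 42.1% with a pseudocount of 0.1 CPM, and with at least 200 reads per class the component held 39.6% of the variance, with N min cells at 51.6% and P10 cells at 86.4%.

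Leaving out 1 library at a time, the counts ranged over 519 to 1475 higher and 205 to 1047 lower genes for N min against N4+, 1233 to 1963 and 738 to 1264 for P5 against naive, and 2076 to 3398 lower genes for P10 against naive cells. For repeat classes they ranged over 205 to 436 lower for N4+ against primed, 29 to 51 higher and 24 to 39 lower for P5 against naive, and 17 to 46 and 12 to 22 for P10 against naive cells. Fits that leave 1 library in a group take it to vary like the other groups. The place of N min cells on the first gene component ranged over 60.9 to 68.6%. On that of the repeat classes N4- cells ranged over 1.9 to 22.8%, N3+ over 31.9 to 47.4%, N4+ over 41.8 to 56.8%, N min over 35.9 to 53%, P5 over 82.6 to 92.6% and P10 over 87.3 to 99.1%. The cause of these shifts was not tested.

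Median-of-ratios scaling moved the share of rises among the called genes from 38.7 to 49.8% for N4- against primed, from 66 to 55.3% for N3+ against N4+, from 52.6 to 63.9% for P5 against naive and from 41.8 to 55% for P10 against naive cells. For N4+ against primed cells it moved the median log2 fold change of all genes from -0.116 to -0.006.

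With the replicate number as a block shared by all groups, no count of genes or repeat classes moved by over 1.5 times, the comparison of N3+ and N4+ cells included. Of the other calls 2 of 165 for named repeat classes changed, LTR7C and (TTC)n in P10 against naive cells, both to past the test. In the other 10 comparisons tested 0 to 3 of 6 libraries correlated best with their own number. N min and N4+ libraries correlated at 0.5261, -0.01299 and 0.2306 by number. Of the 17 pairs of groups not compared, a check added after the results were seen, 2 deviated together by number in every pair: P5 and P10 (r of 0.3643, 0.3617 and 0.7998) and N4- and N4+ (0.6549, 0.2427 and 0.1118), with 4 of 6 libraries best with their own number in each. The P5 and P10 libraries are therefore not taken as 6 independent ones.

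Values that kept their call, or stayed within the limits set for counts and positions, were 284 of 330 for gene counts, 104 of 118 for repeat class counts, 394 of 424 for principal components, 173 of 174 for distances, 3662 of 3708 for named genes, 1878 of 1942 for named repeat classes, 30 of 30 for zinc finger enrichment, 9 of 9 for X-linked genes and 22 of 33 for chromosome parts. Of the named genes 38 no longer passed and 8 newly passed the test, and of the named repeat classes 48 and 16, and 0 results reversed. Of 253 tests of gene lists, 109 passed with camera at the preset correlation. Of these 3 passed with an estimated correlation, 105 with a pseudocount of 0.1, 103 with the block and 97 with fry, which passed 61 others. None that passed in both changed direction.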

Differences from the paper's values

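The comparisons in this part were set beforehand, but the statements on single genes and repeat classes were picked out only after the result was seen. Figure 7D gives the first component of repeat classes about 42% of the variance (Fig. 7D, the paper's value, read by eye), and here it held 25.9%. The value fell within 1.5 times the paper's with the alternative of at least 200 reads per class (39.6%), and did not with a pseudocount of 0.1 CPM (19.1%), with no filter, with all filtered classes or with any single library left out.

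Figure 7B shows about 940 genes higher and about 870 lower in naive than in N4+ cells (Fig. 7B, the paper's values, read by eye) at the paper's stated threshold of a corrected p under 0.05, and here 3988 and 3014 passed at that threshold. The 2-fold threshold, with 900 and 1018, came within 1.5 times the paper's values. Table S2 goes the other way: it lists 11793 genes for N4- and 8600 for N3+ against naive cells, where 11372 and 8794 passed here without a fold threshold, and 5245 and 2851 with the 2-fold one. For naive against N4+ cells the other pseudocounts, filters and scaling, the fit of only the 2 groups, the block, the fit without the 4 libraries and the fits without single libraries did not.

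The paper places DPPA3 with the genes of early N4+ cells. Its log2 fold change in naive against N4+ cells was 0.82 (standard error 0.40, adjusted p = 0.100), not past the test and upward, though it passed with only the 2 groups in the fit or without the 4 libraries of the repeat analysis, while its loading on the second component lay on the side of N4+ cells. LTR5B, which the paper says may help to characterize early cells, was higher in naive than in N4+ cells by 0.87 (standard error 0.19, adjusted p = 8.0e-04), with a loading on the second component on the side of N4+ cells. This is a share of repeat reads, which per M library reads were 12896 to 13899 in naive and 18375 to 24528 in N4+ libraries. Per library read the rise of LTR5B would thus be smaller. HERV9NC-int, which the paper names with LTR5B, did not differ past the test between N4+ and primed cells, at 0.19 (standard error 0.35, adjusted p = 0.737), and was lower in naive cells. The paper gives DPPA5 as induced late and MEG3 and XIST as not induced by day 10. DPPA5 was higher in N4- than in primed cells by 2.10 (standard error 0.34, adjusted p = 2.6e-05), with an SD close to its mean in N4- cells, which the paper likens to neural cells. MEG3 and XIST were higher in N4+ than in primed cells by 0.84 (standard error 0.29, adjusted p = 0.0141) and 0.65 (standard error 0.19, adjusted p = 0.00411). All 3 were higher in the naive line than in N4+ cells, MEG3 by 5.1 and XIST by 5.9, so most of the rise of MEG3 and XIST lay after day 10. *MEG3* did not pass with only the 2 groups in the fit, without N4+ replicate 2 (0.31) or without primed replicate 3 (0.75). *XIST* lay below 1 RPM on average in both N4+ and primed cells, where the pseudocount of 1 RPM compresses log2 fold changes.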

Other observations

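Of the tests in this part, the comparison of the distal short arm of the X between the lines and all regroupings of the libraries were chosen only after the result was seen, while the tests of a second X and of GC content for the X were set beforehand.

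*KLF17*, a Kruppel-like factor of the naive network, was the gene that fell most in N3+ against N4+ cells (-2.24 on the log2 scale), and N3+ cells differ from N4+ cells in the sort by the lack of CD75. *KLF17* was also lower in N min than in N4+ cells (-1.39, limma adjusted p = 1.8e-04), and N min cells were sorted as high in CD75. *PI16* (3.50), which encodes a peptidase inhibitor, *PRAME* (3.41), a cancer-testis gene, *APOL1* (3.35), which encodes an apolipoprotein, *ST6GALNAC1* (3.20), which encodes a sialyltransferase, and *CYP1A1* (3.20), which encodes a cytochrome P450, rose most. Primitive endoderm genes gave 12 higher, 0 lower and 3 not past the test of 15 measured, or 12 higher and 0 lower when adjusted over the list alone in N3+ against N4+ cells, with *SOX17* (2.37), *FOXA2* (2.10) and *FOXA1* (2.07) rising (camera adjusted p = 4.4e-06, and adjusted p = 0.442 with an estimated correlation). Trophectoderm genes gave 10 higher, 0 lower and 6 not past the test of 16 measured, or 12 higher and 0 lower when adjusted over the list alone, *PGF* (2.39), *TP63* (1.90) and *GATA3* (1.55) rising most (camera adjusted p = 2.7e-04, and adjusted p = 0.442 with an estimated correlation). Targets of p53 gave 9 higher, 0 lower and 5 not past the test of 14 measured, or 11 higher and 0 lower when adjusted over the list alone, with *GDF15* (2.85) and *CDKN1A* (2.45) highest (camera adjusted p = 4.2e-04, and adjusted p = 0.442 with an estimated correlation). Cell cycle genes gave 1 higher, 7 lower and 11 not past the test of 19 measured, or 1 higher and 10 lower when adjusted over the list alone, *MKI67* (-1.03) falling, though not past the test with only the 2 groups in the fit (camera adjusted p = 1.8e-05, and adjusted p = 0.442 with an estimated correlation). In all 2760 genes were higher and 1423 lower in N3+ cells, or 2459 and 1987 with median-of-ratios scaling, so that 66 or 55.3% of the calls are rises. N min cells, sorted on CD75 and CD130, gave 7 higher, 0 lower and 8 not past the test of 15 measured, or 10 higher and 0 lower when adjusted over the list alone for primitive endoderm genes against N4+ cells, *FOXA2* (2.11) and *SOX17* (1.39) being higher (camera adjusted p = 4.7e-05, and adjusted p = 0.461 with an estimated correlation).

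*CDK1*, the kinase of mitotic entry, and *ALDOC*, a glycolytic aldolase, were lower in N4- than in primed cells (-1.41 and -3.37 on the log2 scale). Genes of glycolysis gave 0 higher, 15 lower and 4 not past the test of 19 measured, or 0 higher and 15 lower when adjusted over the list alone, *SLC2A1* (-1.39) and *LDHA* (-1.27) falling (camera adjusted p = 2.7e-04, and adjusted p = 0.340 with an estimated correlation), and cell cycle genes gave 0 higher, 13 lower and 6 not past the test of 19 measured, or 0 higher and 13 lower when adjusted over the list alone, *TOP2A* (-1.02) and *BUB1* (-0.97) among the falls (camera adjusted p = 0.00774, and adjusted p = 0.452 with an estimated correlation). Transcripts encoded by the mitochondrial genome were higher in N4+ than in primed cells (13 higher, 0 lower and 0 not past the test of 13 measured, or 13 higher and 0 lower when adjusted over the list alone, camera adjusted p = 2.4e-06, and adjusted p = 0.272 with an estimated correlation) and in naive against N4+ cells gave 0 higher, 8 lower and 5 not past the test of 13 measured, or 0 higher and 9 lower when adjusted over the list alone (camera adjusted p = 2.1e-04, and adjusted p = 0.491 with an estimated correlation), *MT-CO3* (-0.78) and *MT-ATP6* (-0.78) falling most. Genes of LIF and STAT3 signalling in naive against primed cells gave 6 higher, 3 lower and 1 not past the test of 10 measured, or 6 higher and 3 lower when adjusted over the list alone, *OSMR* (3.42) and *JAK1* (1.84) higher and *SOCS3* (-1.07) lower (camera adjusted p = 0.174, and adjusted p = 0.632 with an estimated correlation). Enzymes of DNA methylation gave 3 higher, 3 lower and 3 not past the test of 9 measured, or 3 higher and 3 lower when adjusted over the list alone, *TET3* (-1.56) and *DNMT3B* (-0.81) lower and *TET1* (1.17) higher (camera adjusted p = 0.704, and adjusted p = 0.783 with an estimated correlation). Genes of the surface markers and of enzymes of the sugar epitopes gave 5 higher, 3 lower and 0 not past the test of 8 measured, or 5 higher and 3 lower when adjusted over the list alone in naive against primed cells, *A4GALT* (3.95) rising (camera adjusted p = 0.481, and adjusted p = 0.761 with an estimated correlation). *SPTB*, which encodes a spectrin, and *CTNNA3*, which encodes a catenin, were among the 5 genes that fell most in P10 against N4+ cells (-3.10 and -2.92). Germline genes there gave 8 higher, 0 lower and 4 not past the test of 12 measured, or 9 higher and 0 lower when adjusted over the list alone (camera adjusted p = 2.2e-06, and adjusted p = 0.121 with an estimated correlation) and p53 targets 10 higher, 1 lower and 3 not past the test of 14 measured, or 10 higher and 1 lower when adjusted over the list alone (camera adjusted p = 2.9e-04, and adjusted p = 0.602 with an estimated correlation). Of the genes in each comparison, 26.7% (N min and N4+) to 84.1% (naive and primed) had libraries that do not overlap, where chance gives 10%.

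X-linked genes of the short arm were higher in P5 and P10 cells than in the naive line, with a median log2 difference from the autosomes of 0.408 on the short arm (95% bootstrap interval 0.276 to 0.495, 143 genes) and 0.0700 on the long arm (0.011 to 0.123, 208 genes), and at 0.06 on the long arm in P10 (-0.007 to 0.135). The intervals in this paragraph resample genes as if independent, so they leave out the spread between libraries and cultures. Of the long arm genes 49.5% were higher in P5 and 43.8% in P10. These shares were taken without subtracting the autosomes, on most of which the majority of genes were higher in the naive line. For the X as a whole GC content, gene length and level are argued against, since a fit on them left 0.187. The arms were not taken apart after that fit, so it does not bear on the difference between them. A candidate explanation is expression from a second X on the short arm of the passaged cells, where the paper reports biallelic expression, and the short arm then exceeds the long arm as that asks. Loss of a copy of the distal short arm in the naive cells cannot be told apart from this: the 74 genes before 41 Mb stood at -0.541 in the naive line against P5 and P10 cells and at -0.34 against the primed line (interval -0.603 to 0.086), and no DNA was measured. In the naive line these genes stood at -0.286 against N4+ (-0.539 to -0.144), -0.186 against N min (-0.412 to -0.076), -0.106 against N3+ (-0.368 to 0.024) and -0.125 against N4- (-0.442 to 0.103) cells, and those from 41 to 60 Mb at 0.319 against N4+, -0.172 against P5 and -0.195 against P10 cells, so how much of the shift a second X explains stays open.

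Regrouping the libraries of a comparison in every other way gives 10 splits, which are too few for a share under 0.05, and in every comparison the number of splits with a count as large as the real one was 1, the real one. The splits ignored replicate numbers, also for N3+ and N4+ cells, whose libraries deviated together by number. The real counts of genes against the highest other split were 7002 against 0 for naive and N4+, 11188 against 0 for naive and primed, 8309 against 0 for N4- and primed, 10216 against 0 for N4+ and primed, 4183 against 186 for N3+ and N4+, 1779 against 494 for N min and N4+, 3847 against 0 for P5 and naive, 6034 against 0 for P10 and naive, 5627 against 0 for P10 and N4+, 11372 against 0 for N4- and naive, 8794 against 0 for N3+ and naive cells. For repeat classes they were 460 against 0 for naive and N4+, 588 against 0 for naive and primed, 483 against 0 for N4+ and primed, 88 against 1 for P5 and naive, 70 against 5 for P10 and naive cells.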
